# Liver transcriptome profile in pigs with extreme phenotypes of intramuscular fatty acid composition

**DOI:** 10.1186/1471-2164-13-547

**Published:** 2012-10-11

**Authors:** Yuliaxis Ramayo-Caldas, Nuria Mach, Anna Esteve-Codina, Jordi Corominas, Anna Castelló, Maria Ballester, Jordi Estellé, Noelia Ibáñez-Escriche, Ana I Fernández, Miguel Pérez-Enciso, Josep M Folch

## Abstract

**Background:**

New advances in high-throughput technologies have allowed for the massive analysis of genomic data, providing new opportunities for the characterization of the transcriptome architectures. Recent studies in pigs have employed RNA-Seq to explore the transcriptome of different tissues in a reduced number of animals. The main goal of this study was the identification of differentially-expressed genes in the liver of Iberian x Landrace crossbred pigs showing extreme phenotypes for intramuscular fatty acid composition using RNA-Seq.

**Results:**

The liver transcriptomes of two female groups (H and L) with phenotypically extreme intramuscular fatty acid composition were sequenced using RNA-Seq. A total of 146 and 180 unannotated protein-coding genes were identified in intergenic regions for the L and H groups, respectively. In addition, a range of 5.8 to 7.3% of repetitive elements was found, with SINEs being the most abundant elements. The expression in liver of 186 (L) and 270 (H) lncRNAs was also detected. The higher reproducibility of the RNA-Seq data was validated by RT-qPCR and porcine expression microarrays, therefore showing a strong correlation between RT-qPCR and RNA-Seq data (ranking from 0.79 to 0.96), as well as between microarrays and RNA-Seq (r=0.72). A differential expression analysis between H and L animals identified 55 genes differentially-expressed between groups. Pathways analysis revealed that these genes belong to biological functions, canonical pathways and three gene networks related to lipid and fatty acid metabolism. In concordance with the phenotypic classification, the pathways analysis inferred that linolenic and arachidonic acids metabolism was altered between extreme individuals. In addition, a connection was observed among the top three networks, hence suggesting that these genes are interconnected and play an important role in lipid and fatty acid metabolism.

**Conclusions:**

In the present study RNA-Seq was used as a tool to explore the liver transcriptome of pigs with extreme phenotypes for intramuscular fatty acid composition. The differential gene expression analysis showed potential gene networks which affect lipid and fatty acid metabolism. These results may help in the design of selection strategies to improve the sensorial and nutritional quality of pork meat.

## Background

Pigs, an important source of human food, accounting for over 40% of the meat produced worldwide. In addition, due to the similarities in anatomy and physiology with humans, they have been used in biomedicine as an important animal model for the study of the genetic basis of metabolic diseases such as obesity, type II diabetes, metabolic syndrome and atherosclerosis. As well it is often mentioned as the preferred animal species for organ xenotransplantation [1,2].

Over the last decade, a growing awareness of the association between diet and health has led nutritional quality to become a relevant factor in consumers’ food choices. A major development has been the recognition that certain fatty acids (FA), such as oleic acid, and α-linolenic acid (ALA), can improve human health status and prevent disease [3,4]. Production of meat with a fatty acids profile more in line with public health recommendations has the potential to improve long-term human health without requiring substantial changes in consumer habits. It is well known that the fatty acid meat composition of pigs is largely dependent on genotype, physiological status and environmental factors such as nutrition [5-11].

The liver a highly specialized organ present in vertebrates and other animals regulates a wide variety of metabolic processes, which play a key role in the digestive function, the decomposition of red blood cells, hormone production and detoxification. Together with adipose tissue and skeletal muscle, the liver is crucial in regulating lipid metabolism. In pigs, the liver is the primary site of *de novo* cholesterol synthesis and fatty acid oxidation, whereas lipogenesis occurs essentially in liver and adipose tissues [12-16].

In the last few years, new high-throughput technologies have been developed for the massive analysis of genomic data. These methodologies yield new opportunities to explore the genetic variability of populations, as well as the characterization of the transcriptome architectures. Until the development of Next-generation sequencing (NGS) technologies, most mRNA expression studies have used microarray or quantitative PCR-based (qPCR) approaches. The development of RNA-Seq, a method based on NGS which consisting of the direct sequencing of RNA molecules present in a given sample, has provided a new tool for both transcriptome characterization and gene expression profiling. In RNA-Seq, the counts corresponding to each transcript can be used for quantification and these sequences can be mapped to the genome for their annotation. In comparison to microarrays, RNA-Seq provides a higher dynamic range, specificity and sensibility [17]. In addition, it provides a picture of the transcriptome, allowing the characterization of alternative splicing, variation in the usage of promoters and polyadenilation sites, non-coding RNAs (ncRNA), single nucleotide variants (SNVs) and transposable elements. Furthermore, RNA-Seq data may allow the discovery of novel transcripts and long intergenic non-coding RNAs (lncRNAs) [18-20].

Recent studies in livestock species have employed RNA-Seq to explore the transcriptome of animal products, such as cow milk [21], bovine embryos [22], and tissue as pig gonads [23], liver, muscle, and abdominal fat [24], sheep bone [25] and bovine abomasal [26]. However, most of the RNA-Seq studies in pigs have included analysis of only a few animals, and ignored within group intrinsic variability. For instance, two single animals of different breeds were compared by Esteve-Codina *et al*., (2011) and three tissues in two phenotypically extreme full-sib F_2_ females formed the basis of Chen *et al*., (2011) study.

The main goal of this study was the identification of differentially-expressed genes in the liver of groups of Iberian x Landrace crossbred pigs showing extreme phenotypes for intramuscular fatty acid composition using RNA-Seq. In addition, the porcine hepatic transcriptome was analyzed and transposable elements, new putative protein-coding genes and lncRNAs were identified.

## Results and discussion

### Phenotypic variation between extreme groups

Analyzed animals were a backcross (25% Iberian x 75% Landrace) obtained by crossing three Iberian (Guadyerbas) boars and 30 Landrace sows. Subsequently five F1 boards were backcrossed with 26 Landrace sows. A Principal Component Analysis (PCA) was performed to obtain the low-dimensional representation of the data and to describe the phenotypic variation of traits related to carcass quality and intramuscular fatty acid composition. The first two principal components explained the 48.7% of the global phenotypic variance of these traits (PC1=34.6%, PC2=14.1%, Figure 1).

**Figure 1:**
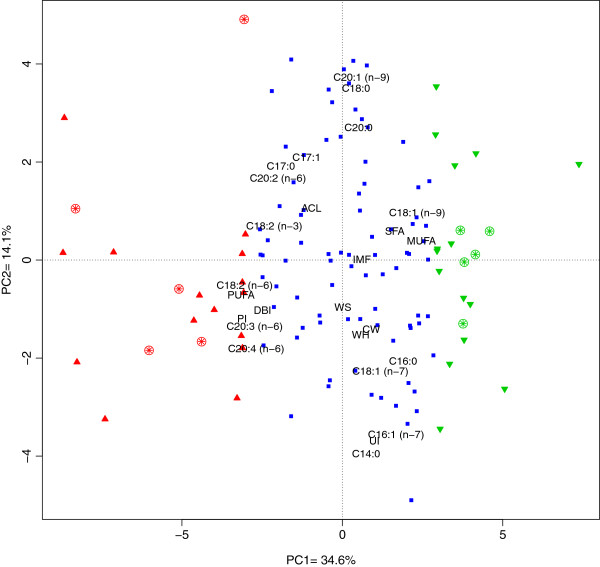
**Graphical representation of the first and second principal components summarizing the phenotype variation of traits related to carcass quality and intramuscular fatty acid composition.** Low group (L) animals are indicated with green triangles and High (H) animals with red triangles, while blue squares represent the whole populations. The ten sequenced animals are represented with circles containing asterisks. Abbreviations are defined in Table 1.

According to the score information for the first principal component the animals were ranked in two groups High (H) and Low (L), of 20 individuals each. Figure 1 shows two clusters of animals with the relative weight of all traits in the two first principal components. The first principal component grouped several traits related to the profile of fatty acids in *Longissimus dorsi* (LD) muscle. Group L showed a higher proportion of saturated (SFA) and monounsaturated fatty acids (MUFA), including palmitoleic and oleic acids. Conversely, H group had a higher content of polyunsaturated acids (PUFA) and related indices like the double bond index (DBI), the unsaturated index (UI) and the peroxidability index (PI). Remarkably, H group also presented a higher proportion of essential PUFA, like linolenic (LA), ALA, eicosadienoic (EDA), eicosatrienoic (ETE) and arachidonic (AA) acids (Table 1). These phenotypic differences are likely determined by genetic variability in: 1) absorption of LA and ALA acids; 2) elongation and desaturation of essential PUFA to longer-chain ω−3 and ω−6 fatty acids; 3) *de novo* synthesis and metabolism of palmitoleic and oleic acids; and 4) transport deposition, storage or degradation and oxidation of all these fatty acids.

**Table 1:** Mean comparison ± standard deviation between high and low groups for the traits included in the principal components analysis (PCA)

**Carcass quality**	**Mean Low**	**Mean High**	**Significance**
Carcass height (CH)	72.79 ± 9.90	69.57 ± 12.73	NS
Weight of ham (WH)	19.88 ± 2.46	19.66 ± 3.10	NS
Weight of Shoulder (WS)	10.26 ± 1.25	10.93 ± 2.10	NS
Intramuscular fat (IMF)	2.21 ± 0.88	1.49 ± 0.38	NS
**Fatty acids**			
***Saturated FA***			
Myristic acid (C14:0)	1.22 ± 0.13	1.12 ± 0.12	NS
Palmitic acid (C16:0)	23.78 ± 0.79	21.39 ± 0.69	***
Heptadecanoic acid (C17:0)	0.20 ± 0.03	0.33 ± 0.09	***
Stearic acid (C18:0)	14.65 ± 1.16	13.69 ± 0.77	*
Arachidic acid (C20:0)	0.26 ± 0.05	0.21 ± 0.08	NS
***Monounsaturated FA***			
Palmitoleic acid (C16:1 n-7)	2.74 ± 0.24	2.20 ± 0.33	***
Heptadecenoic acid (C17:1)	0.20 ± 0.05	0.32 ± 0.20	**
Oleic acid (C18:1 n-9)	42.57 ± 1.34	34.92 ± 2.96	***
Octadecenoic acid (C18:1 n-9)	4.04 ± 0.27	3.70 ± 0.31	*
Eicosenoic acid (C20:1 n-9)	0.86 ± 0.08	0.77 ± 0.07	NS
***Polyunsaturated FA***			
Linoleic acid (C18:2 n-6)	7.16 ± 0.52	15.11 ± 1.65	***
α-Linolenic acid (C18:2 n-3)	0.46 ± 0.08	1.10 ± 0.56	***
Eicosadienoic acid (C20:2 n-6)	0.41 ± 0.05	0.63 ± 0.13	***
Eicosatrienoic acid (C20:3 n-6)	0.16 ± 0.03	0.53 ± 0.15	***
Arachidonic acid (C20:4 n-6)	0.84 ± 0.17	3.10 ± 0.77	***
***Metabolic ratios***			
Average Chain Length (ACL)	17.44 ± 0.02	17.49 ± 0.12	*
Saturated FA (SFA)	40.12 ± 1.51	36.72 ± 1.22	***
Monounsaturated FA (MUFA)	50.72 ± 1.56	42.38 ± 3.13	***
Polyunsaturated FA (PUFA)	9.03 ± 0.64	20.46 ± 2.21	***
Peroxidability index (PI)	12.28 ± 3.80	32.43 ± 4.43	***
Double-bond index (DBI)	0.65 ± 0.20	0.91 ± 0.03	***
Unsaturated index (UI)	1.63 ± 0.50	2.48 ± 0.10	***

NS: p-value > 0.05, * p-value < 0.05, ** p-value < 0.01, *** p-value < 0.001.

Previous studies have reported that, in both backfat and LD muscle, Iberian pigs have higher percentages of palmitic acid, oleic acid, SFA and MUFA, and lower concentrations of LA and ALA acids than commercial breeds [7,27,28]. Moreover, Pascual *et al*., (2007) [9] reported that Landrace pigs have a higher content of LA and AA acids in their muscle than other commercial breeds. In general, fatter pigs show higher proportions of SFA and MUFA, but less PUFA than lean pigs [6,29]. The genetic architecture of intramuscular FA composition in the Iberian x Landrace backcross was described in a genome-wide association study (GWAS), showing 43 chromosomal intervals associated with these traits [30]. Since all animals were raised and fed under the same standard management conditions, differences between H and L groups are probably caused by the segregation within the analyzed animals of Iberian and Landrace alleles.

Phenotypic means between groups were compared and significant statistical differences in 73% of the analyzed traits was noted (19/26), mainly relating to intramuscular fatty acid composition (Table 1). The maximum differences between groups were observed for the profiles of essential PUFAs (AA, ETE, LA and ALA acids). Significant differences were also observed for PI and the percentage of palmitic, palmitoleic, heptadecenoic and heptadecanoic acids. From the 20 extreme animals, 10 females were selected for RNA sequencing (five per group). Pedigree information was used to select animals representing the parental genetic diversity. In addition, full-sibs within groups were avoided, animals within groups had different mothers, and four different fathers were selected per group. However, interesting familial relationships between animals of different groups were retained: there were two pairs of full-sibs and two pair of maternal half-sibs belonging to opposite groups. As before, the phenotypic means differed between groups. However, due to the reduced sample size, only sixteen traits showed significant differences (Additional file 1, Table S1).

### Mapping and annotation

The pig liver transcriptome of two groups (H=5, L=5) of phenotypically extreme females for intramuscular fatty acid composition was sequenced. After removal of sequencing adaptors and low-complexity reads, Tophat software was employed [31] to map the reads against the reference pig genome assembly Sscrofa 9.61. A total of 136.65 M of 100 bp single-end reads (7.28 – 12.43 M of single-end reads per individual) were obtained from two lanes of an *Illumina Hi-Seq 2000* machine. Observed percentages of mapped reads per individual were higher (around 71.42 – 77.75%) than obtained previously in other porcine transcriptome studies; 61.4 - 65.6% [24] and 66.7 [23]. The number of reads and the mean percentages of mapped reads were equivalent for the H and L groups (Table 2).

**Table 2:** Number of single-end 100 bp reads obtained and percentages of mapped reads per animal

**Animal**^**1**^	**Total M**^**2**^	**Mapped M**^**2**^	**%**
L1	9.87	7.28	73.82
L2	12.44	8.88	71.42
L3	13.98	10.62	75.95
L4	11.15	8.47	75.96
L5	14.42	11.21	77.75
H1	16.05	12.43	77.45
H2	12.57	9.77	77.68
H3	14	10.75	76.77
H4	14.94	11.52	77.14
H5	17.23	13.1	76.03
**Total**	136.65	104.03	76.13

^1^ L1 to L5 and H1 to H5 correspond to animals of the L and H groups, respectively.

^2^ Indicate millions of reads.

S-MART [32] was used to calculate the proportion of reads mapping to exons, introns and 1kb upstream/downstream of the annotated genes. As expected, the highest percentage of reads mapped to exons (60.4 – 66.5%), while 11.1 – 16.4% corresponded to introns and the lowest percentage was located either 1 kb upstream or downstream of the annotated genes (4.06 – 5.46%) (Table 3). The proportion of reads mapped to exons of annotated genes was in accordance with the study of Chen *et al*., (2011) in three pig tissues (60.2 – 74.9%), but was higher than that reported by Esteve-Codina *et al*., 2011 (44.1%) in porcine male gonads. These differences (≈ 12%) may be explained by the use of different versions of both the pig genome assembly and annotation, Sscrofa9.61 in the present study and Sscrofa9.58 in Esteve-Codina *et al*., (2011). Moreover, in the present study a newer version of Tophat was used, which includes improvements in mapping. However, differences between tissues in the proportion of annotated genes cannot be ruled out.

**Table 3:** Proportion of reads mapping to exons, introns or within 1 Kb upstream or downstream of the annotated genes

**Animal**^**1**^	**% Exons**	**% Introns**	**% _5’ or _3’**^**2**^
L1	60.44	16.44	5.03
L2	66.48	13.59	4.06
L3	65.52	13.06	5.31
L4	63.35	14.71	4.57
L5	62.86	12.71	4.6
H1	63.54	13.52	5.44
H2	62.1	15.08	4.78
H3	64.87	14.11	4.28
H4	65.95	11.12	5.46
H5	66.46	12.98	4.44

^1^ L1 to L5 and H1 to H5 correspond to animals of the L and H groups, respectively.

^2^ Reads located either 1 Kb upstream or downstream of the annotated genes.

The total number of assembled transcripts with cufflinks was in agreement with the previously reported pig liver transcriptome [24]. These transcripts fall into the following categories: annotated exons (8.7 – 11%), intron retention events (11 – 13.5%), intergenic transcripts (19.1 – 21.7%), potentially novel isoforms of genes (17.1 – 20.3%), known isoforms (14.7 – 17.8%), pre-mRNA molecules (2 – 3.3%) and polymerase run-on fragments (5.9 – 8.3%) (Table 4).

**Table 4:** Number of transcripts assembled (TA) with Cufflinks and the percentage they represent in each sample

**Code**	**L1**		**L2**		**L3**		**L4**		**L5**		**H1**		**H2**		**H3**		**H4**		**H5**	
	***TA***	***%***	***TA***	***%***	***TA***	***%***	***TA***	***%***	***TA***	***%***	***TA***	***%***	***TA***	***%***	***TA***	***%***	***TA***	***%***	***TA***	***%***
=	1971	8.7	2486	10.4	2526	11	2244	9.2	2762	10.2	2642	10.1	2363	9.4	2761	9.9	2119	10.4	2838	10.5
c	4059	17.8	4202	17.6	3953	17.2	4203	17.3	4289	15.9	3955	15.1	4083	16.3	4183	15.0	3569	17.5	3961	14.7
e	745	3.3	508	2.1	518	2.3	672	2.8	576	2.1	616	2.4	736	2.9	604	2.2	489	2.4	529	2.0
i	3115	13.7	2719	11.4	2629	11.4	3153	13.0	3248	12.0	3301	12.6	3373	13.5	3637	13.1	2250	11.0	3234	12.0
j	4348	19.1	4709	19.7	4436	19.3	4666	19.2	5373	19.9	5288	20.2	4833	19.3	5658	20.3	3488	17.1	5428	20.1
o	1067	4.7	1175	4.9	1139	5.0	1157	4.8	1237	4.6	1142	4.4	1154	4.6	1170	4.2	1129	5.5	1204	4.5
p	1570	6.9	1656	6.9	1566	6.8	1682	6.9	1635	6.1	1603	6.1	1606	6.4	1676	6.0	1699	8.3	1598	5.9
s	60	0.3	77	0.3	72	0.3	76	0.3	94	0.4	86	0.3	71	0.3	72	0.3	68	0.3	100	0.4
u	4447	19.5	4560	19.1	4541	19.7	4789	19.7	5468	20.2	5456	20.9	5089	20.3	5680	20.4	4421	21.7	5638	20.9
x	1392	6.1	1838	7.7	1630	7.1	1663	6.8	2346	8.7	2066	7.9	1761	7.0	2415	8.7	1192	5.8	2496	9.2
**Total**	22774	100	23930	100	23010	100	24305	100	27028	100	26155	100	25069	100	27856	100	20424	100	27026	100

Class codes described by Cuffcompare: "=" Exactly equal to the reference annotation, "c " Contained in the reference annotation, "e" possible pre-mRNA molecule, "i " An exon falling into an intron of the reference, "j " New isoforms, "o" Unknown, generic overlap with reference, "p" Possible polymerase run-on fragment, “s” An intron of the transfrag overlapping a reference intron on the opposite strand, "u" Unknown, intergenic transcript, “x” Exonic overlap with reference on the opposite strand. L1 to L5 and H1 to H5 correspond to animals of the L and H groups, respectively.

### Gene expression analysis

The total amount of expressed genes in liver was similar between groups (L= 8797 – 10161, H= 8765 – 10083). Taking into account only those genes with a mean FPKM (normalized number of fragments per kilobase of exon per million reads) higher than zero, an aggregate of 10,485 expressed genes in L and 10,626 in H groups was observed. A total of 10,280 common genes were expressed in both groups. The correlation of mean gene expression levels between both groups (H vs L) was very high (r = 0.99), suggesting that the major fraction of the liver transcriptome is conserved between groups. Gene expression distribution reveals that less than 10% of these genes were expressed between 1 – 10 FPKM; around 42% between 10 FPKM - 100 FPKM; 38% among 100 – 1000 FPKM and, approximately, 8% more than 1000 FPKM (Additional file 2, Figure S1).

All 10 individuals were also assayed with the GeneChip® Porcine microarray (*Affymetrix,* Santa Clara, CA) which allows the expression analysis of 20,201 *Sus scrofa* genes. 

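Each of the 10 animals gave 1 array of liver RNA, 5 from the H group and 5 from the L group, so the animal is the replicate. The array carries short oligonucleotide probes that are grouped into probe sets, each read as 1 transcript. The authors summarised the probes with GCRMA, which corrects the background for the base composition of each probe, normalizes the arrays to each other and gives a log2 intensity per probe set. The paper's text does not name the version of that package. The deposited table holds 24123 probe sets on a log2 scale. Its lowest value was 2.19 on every array, and the highest value of an array lay between 15.86 and 16.00. The medians of the arrays lay between 3.77 and 3.84. The values were used as deposited, without a further normalization. After 124 control probe sets were left out, 23999 porcine probe sets remained, of which 10069 carried 1 gene symbol, 198 several and 13732 none in the annotation used here. The value of a gene is the mean over its probe sets with a mean of at least 4 over the 10 arrays, which gave 4730 genes and 11756 probe sets to test. H and L were compared with limma, two-sided, with Benjamini-Hochberg adjustment. The control probe sets at the 3' and 5' ends of *GAPDH*, whose difference grows as RNA degrades, differed by 1.96 ± 0.28 on the log2 scale in H and by 1.99 ± 0.42 in L (SD, n = 5 each; exact permutation test, two-sided, p = 0.897). No hybridisation batch is given in the sources used here. The number of arrays, 5 in each group, limits the precision of every comparison between the groups.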

After probe normalization, correlation between the expression data of microarrays and RNA-Seq was calculated. 

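On the arrays, the mean expression of the H group and of the L group was nearly the same over the liver transcriptome. Over the 11756 probe sets with a mean of at least 4, the mean log2 values of H and L had a Pearson correlation of 0.996 and a Spearman correlation of 0.996, across probe sets, which are not independent replicates. Single animals of the same group correlated with a median r of 0.974, and animals of different groups with a median r of 0.976. In 126 ways of dividing the 10 arrays into 5 and 5, the real division included, the correlation of the means lay between 0.991 and 0.997. Whether an array and a sequenced library of the same name come from the same animal was checked over 5 genes with a sequencing count for each animal in Table S3, *APOA2*, *LPIN1*, *ME3*, *CYP7A1* and *CYP2C49*, each centred over the animals. The array of 7 of the 10 animals correlated best with the sequencing counts of the animal of its own name, and the mean of the same-name correlations was 0.853 (permutation test, p = 1e-05, the smallest p that 100000 permutations can give). The exceptions were H3, H5 and L4, and H5 had the lowest same-name correlation, 0.178. A correlation over 5 genes is imprecise. The sequencing values of the other genes are not used here, and the correlation of the array and sequencing values over all genes was not computed.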

In accordance with previous studies [17,23], a strong Spearman correlation (r=0.72) was observed (Additional file 3, Figure S2). Results from both technologies were, in general, more similar for genes that showed intermediate expression values, whereas major differences were observed for low and high expressed genes in the *Affymetrix* microarray data. This pattern can be explained by the higher dynamic range of RNA-Seq [17,33]. 

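The array values were bounded at the lower end. Of the 23999 porcine probe sets, 9487 (39.5%) lay within 0.5 log2 units of the lowest value on all 10 arrays, and 5066 (21.1%) had exactly the lowest value on all 10. At the upper end, 113 probe sets (0.471%) had a mean of 14 or more, a count that does not show whether the signal has an upper limit. No marker of skeletal muscle and none of neutrophils, of 22 and 19 genes listed, had a probe set with a mean of at least 4, and of 18 listed markers of B cells and plasma cells 1 did. The share of probe sets within 0.5 of the lowest value was 42.83% ± 0.05 in H and 42.83% ± 0.10 in L (SD, n = 5 each; exact permutation test, p = 0.929), and the share at 4 or more was 48.89% ± 0.10 in H and 48.98% ± 0.11 in L (exact permutation test, p = 0.214). A transcript at the lowest value has only an upper bound, and a difference between animals in it cannot be read from the array. The paper proposes that the higher dynamic range of RNA-Seq explains why array and sequencing values differed most at low and at high expression.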

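On the arrays, the genes with the highest mean over the 10 animals were *APOC3*, *ALB*, *HP*, *C3*, *FGB*, *CAT*, *MT1A*, *APOA1*, *APOB* and *SELENOP*, with mean log2 values from 15.62 for *APOC3* to 15.06 for *SELENOP*. They encode plasma proteins that the liver secretes, apolipoproteins, the antioxidant enzyme catalase and a metallothionein. Among the 100 genes with the highest mean were 15 of 18 measured hepatocyte markers, 12 of 23 acute-phase proteins, 19 of 56 ribosomal proteins and 7 of 17 genes of lipoproteins and their assembly. They also held 5 of 13 cytochromes P450 of families 1 to 4, including *CYP2E1* and *CYP3A29*, 3 of 5 genes of the urea cycle (*CPS1*, *ASS1* and *ARG1*) and 4 of 19 genes of mitochondrial fatty acid oxidation. Against the 4730 measured genes, each of these lists was over-represented (Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the lists), from an adjusted p of 7.32e-22 for the hepatocyte markers to 0.00235 for mitochondrial fatty acid oxidation. No gene of cholesterol synthesis, of 13 measured, and no gene of fatty acid synthesis, of 10 measured, was among the 100. Chance alone would place 0.27 and 0.21 genes of these lists there, so their absence cannot be told apart from chance. Brightness depends on the probes as well as on the transcript, so the order of 2 genes on an array is approximate.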

Finally, in line with the previous description of liver transcriptome [34], the top 100 expressed genes showed an overrepresentation in biological gene ontologies related to oxidoreductase activity, transport, proteolysis, translation, signal transduction, cholesterol homeostasis and lipid transport (p < 0.001).

### Transposable elements analysis

The percentage of repetitive elements identified in the pig liver transcriptome was around5.8 – 7.3% (Additional file 4, Table S2), similar to that found in male gonad transcriptome (7.3%) [23]. However, it should be noted that the total length of base pairs masked and the total number of transcripts were higher in male gonad transcriptome [23] than in our study. Two possible explanations may account for these differences: 1) in liver from 7.3 – 12.4 M of single-end reads per individual were obtained (Table 2), whereas in gonads [23] a total of 20 M paired-end reads were observed and, thus, a better fragment distribution and a higher number of transcripts were analysed; 2) the transcriptome complexity has been reported [35] to be higher in kidney, testes and brain tissues in comparison to liver and muscle.

### Gene orthology and lncRNAs detection

From the unannotate (Sscrofa 9.61 assembly) intergenic expressed regions, a range of 3488–5658 intergenic novel transcripts were identified in each sample (Table 4). However, to find not annotated genes, transcripts expressed in at least four of the five animals of each group were considered. Then, Augustus software [36] was used to examine which of these transcripts were predicted to encode proteins. A total of 146 and 180 putative proteins were identified for the L and H groups, respectively (Table 5). According to BLASTP results, these proteins correspond for L group to: 19 novel computationally predicted and 95 known human proteins, 3 novel and 107 known bovine proteins and 43 novel and 7 know-porcine proteins. Similarly, for the H group predicted proteins correspond to: 25 novel computationally predicted and 110 known human proteins, 5 novel and 128 known bovine proteins and 51 novel and 8 known porcine proteins. Interestingly, in both H and L groups, around 86% of the predicted novel proteins were found in the *Sus scrofa* protein database ftp://ftp.ensembl.org/pub/release-65/fasta/sus_scrofa/pep/ as novel computationally predicted proteins. Moreover, the number of matches increased to 58% (104/180) when the predicted novel proteins were compared against the putative coding transcripts reported by Esteve-Codina *et al*., (2011). This result indicates that a high number of genes are not annotated in the Sscrofa 9.61 pig genome assembly and they are expressed in both liver and gonad tissues. Finally, these results constitute an experimental confirmation of the novel computationally predicted genes in pigs.

**Table 5:** **Putative proteins identified in each H and L groups and orthologies detected against* Homo sapiens*,* Bos taurus* and* Sus scrofa* protein databases**

**Group**	**Total**	***Bos taurus***	***Homo sapiens***	***Sus scrofa***	**Esteve-Codina et al. (2011)**
*L*	146	110	114	50	82
*H*	180	133	135	59	104

Predicted proteins reported in pigs by Esteve-Codina et al., (2011) are also included.

For lncRNAs annotation, the previously reported sequences in pig male gonad transcriptome [23] were used as a reference database. A total of 186 (L) and 270 (H) of these putative lncRNAs was also expressed in pig liver. Within groups, 101 and 108 lncRNAs were expressed in all L and H animals, respectively, but only 89 lncRNAs were expressed in both groups (Additional file 5, Figure S3).

### Differential gene expression analysis

DESeq software [37] was employed to detect differentially-expressed (DE) genes between H and L groups. First, some exploratory analyses to estimate the variance and quality of the data were performed. Per-gene estimates of the base variance against the base levels showed that the fit (red line) closely followed the single-gene estimates (Additional file 6, Figure S4). The 'residualsEcdfPlot' function, which checks the uniformity of the cumulative probabilities, revealed a similar pattern for the curves of the empirical cumulative density functions (ECDF) in both groups (Additional file 7, Figure S5). It was also noted that ECDF followed well the diagonal, except for very low counts, but that is to be expected because at this level shot noise dominates and, therefore, the deviations become stronger (Additional file 8, Figure S6). Afterwards DE analysis between groups was performed. Figure 2 shows that, at selected cut-off (−log10(p-value)>2.3 or q-value ≤ 0.17), there is a clear departure from expected among transcripts accepted as differentially expressed (indicated by the blue trend being above the strait red line). Therefore according to the employed cut-off (fold change ≥ 1.5 and p-value ≤ 0.005), 55 protein-coding genes, two pseudogenes [ENSEMBL_Id: ENSSSCG00000004170, ENSSSCG00000016238] and one non-coding RNA [ENSEMBL_Id: ENSSSCG00000019010] were identified as differentially-expressed (Figure 3, Table 6).

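On the arrays of the same animals, the livers of the H and L groups differed little. The median absolute log2 difference between the groups was 0.10 over 4730 genes, and 17 genes differed by a factor of at least 2. With limma, 0 of 4730 genes and 0 of 11756 probe sets had an adjusted p under 0.05, and the smallest adjusted p was 0.985 for genes and 0.991 for probe sets. At an unadjusted p under 0.05 there were 125 genes, 38 higher and 87 lower in H, which is 2.64% of those tested, and 363 probe sets, 155 higher and 208 lower. Without L2 there were 280 genes and without H2 212 genes at an unadjusted p under 0.05. An empirical Bayes prior with a trend and robust estimation also called 0 genes and 0 probe sets. At an unadjusted p of at most 0.005 and a fold change of at least 1.5 there were 0 genes and 0 probe sets. That count depended on single animals: it was 6 genes and 18 probe sets without H2, and 4 genes and 13 probe sets without L2. Without H1 or L4 it stayed at 0 for both. The 5 genes with the smallest unadjusted p among those higher in H were *EI24*, *PPM1B*, *WTAP*, *C9H11orf57* and *ACVR1*. *EI24* measured 5.93 ± 0.22 in H and 5.38 ± 0.17 in L (log2, SD, n = 5 each), a log2 difference of 0.54 (standard error 0.12, limma adjusted p = 0.985). The 5 with the smallest p among those lower in H were *INTS6L*, *LOC100626015*, *IPO11*, *PTGS1* and *APOO*. *PTGS1*, the cyclooxygenase that turns arachidonic acid into prostaglandins, measured 6.22 ± 0.15 in H and 6.70 ± 0.24 in L (log2, SD, n = 5 each), and *APOO* had a log2 difference of -0.32 (standard error 0.08). In values simulated from these arrays with 50 genes changed at each fold, the same test recovered 56% of the genes at a fold of 1.5, 92% at 2 and 94% at 3. These shares hold for 200 changed genes in all, drawn independently, and recovery with fewer changed genes was not tested. The median SD between animals was 0.22 over the genes, against 2.92 for *CYP7A1*, 2.31 for *SDS*, 1.49 for *FOS* and 1.01 for *LPIN1*. The shares do not give the recovery for genes that vary this much.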

**Figure 2:**
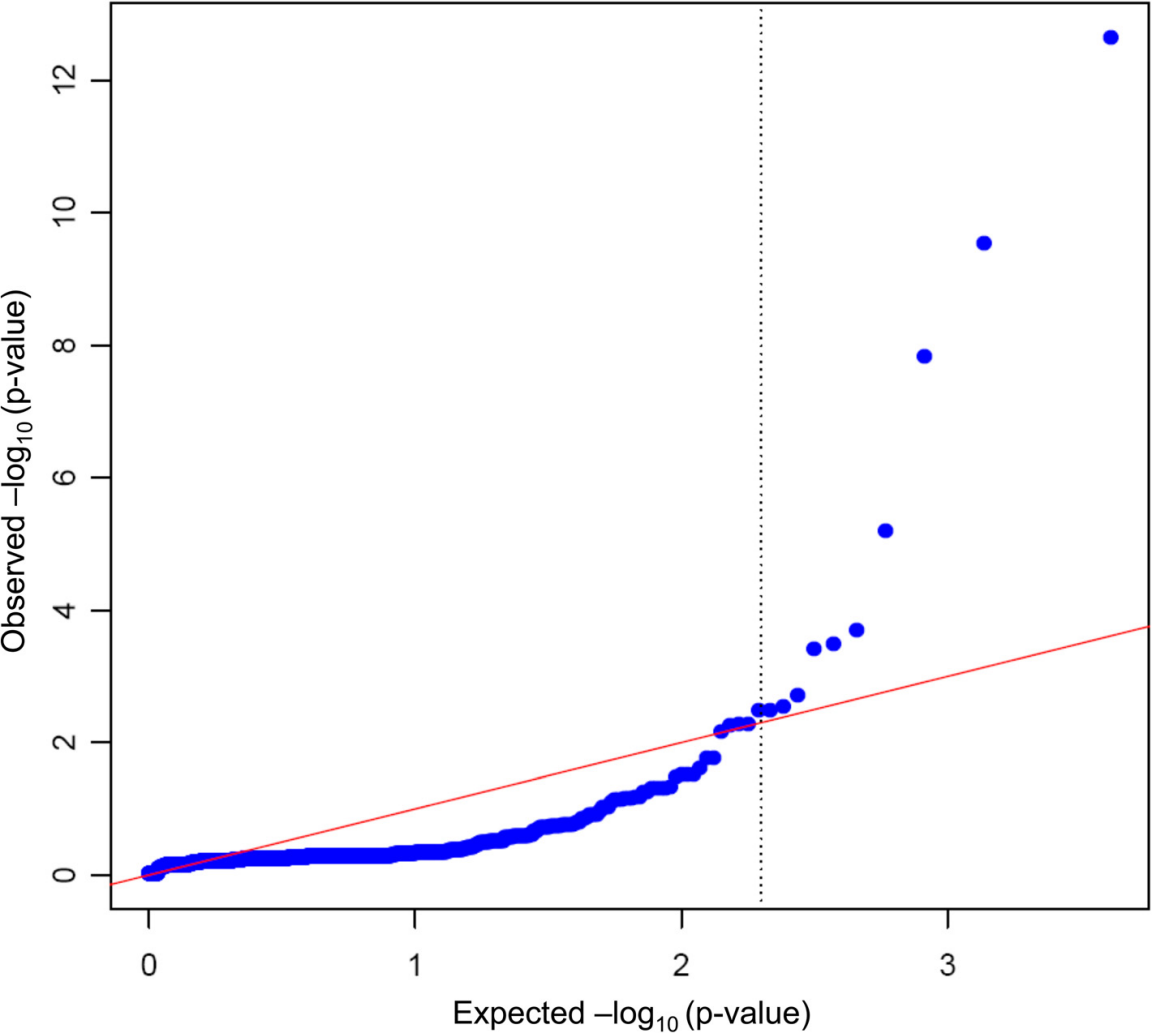
**Q-Q plot representing the distribution of the p-value.** Red line represents the expected distribution of the p-value, while blue trend represents the observed distribution. X-axis values are Expected -log_10_ (p-value) and y-axis values are the Observed –log _10_ (p-value).

**Figure 3:**
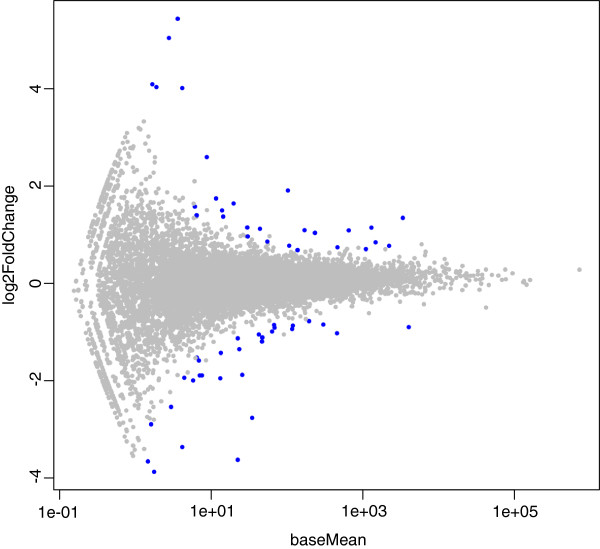
**Plot of the 55 differentially-expressed protein-coding genes (represented in blue) with fold change ≥ 1.5 and p-value ≤ 0.005.** X-axis values are base mean expression values and y-axis values are the log2 (fold change).

**Table 6:** Description of the differentially-expressed genes detected between High and Low groups with fold change ≥ 1.5 and p-value ≤0.005

**Ensembl_Gene_Id**	**Human homolog**	**Fold change**	**p-value**	**q-value**	**Gene biotype**
ENSSSCG00000010610	GSTO1	3.8	1.1 x 10^-16^	2.2x10^-13^	protein_coding
ENSSSCG00000010992	AQP7	−6.7	3.0 x 10^-13^	2.9 x 10^-10^	protein_coding
ENSSSCG00000016401	KIF1A	−12.5	2.2 x 10^-11^	1.4 x 10^-8^	protein_coding
ENSSSCG00000010488	CYP2C9	2.5	1.3 x 10^-8^	6.3 x 10^-6^	protein_coding
ENSSSCG00000013865	NWD1	16.2	5.2 x 10^-7^	2.0 x 10^-4^	protein_coding
ENSSSCG00000012015	C21orf91	20.4	1.0 x 10^-6^	3.0 x 10^-4^	protein_coding
ENSSSCG00000007873	--	−3.7	1.4 x 10^-6^	4.0 x 10^-4^	protein_coding
ENSSSCG00000009871	SDS	2.2	7.8 x 10^-6^	2.0 x 10^-3^	protein_coding
ENSSSCG00000002383	FOS	−2.0	1.3 x 10^-5^	3.0 x 10^-3^	protein_coding
ENSSSCG00000019010	--	−14.3	1.6 x 10^-5^	3.0 x 10^-3^	snRNA
ENSSSCG00000000044	C22orf32	−3.8	1.8 x 10^-5^	3.0 x 10^-3^	protein_coding
ENSSSCG00000003891	CYP4A11	2.1	3.2 x 10^-5^	1.0 x 10^-2^	protein_coding
ENSSSCG00000016238	--	3.1	3.5 x 10^-5^	1.0 x 10^-2^	pseudogene
ENSSSCG00000011937	MORC1	6.1	3.9 x 10^-5^	1.0 x 10^-2^	protein_coding
ENSSSCG00000010487	CYP2C19	2.1	5.1 x 10^-5^	1.0 x 10^-2^	protein_coding
ENSSSCG00000006614	THEM5	18.0	1.4 x 10^-4^	2.0 x 10^-2^	protein_coding
ENSSSCG00000005385	NR4A3	−2.7	1.4 x 10^-4^	2.0 x 10^-2^	protein_coding
ENSSSCG00000006580	S100A2	−3.7	2.2 x 10^-4^	2.0 x 10^-2^	protein_coding
ENSSSCG00000000231	ANKRD33	−2.6	3.0 x 10^-4^	3.0 x 10^-2^	protein_coding
ENSSSCG00000001642	TBCC	−14.3	3.2 x 10^-4^	3.0 x 10^-2^	protein_coding
ENSSSCG00000003971	--	−2.0	3.3 x 10^-4^	3.0 x 10^-2^	protein_coding
ENSSSCG00000015294	CR1	−2.0	3.7 x 10^-4^	3.0 x 10^-2^	protein_coding
ENSSSCG00000006238	CYP7A1	2.1	5.6 x 10^-4^	5.0 x 10^-2^	protein_coding
ENSSSCG00000004789	THBS1	−1.7	6.0 x 10^-4^	5.0 x 10^-2^	protein_coding
ENSSSCG00000012832	MXRA5	−2.1	6.5 x 10^-4^	5.0 x 10^-2^	protein_coding
ENSSSCG00000004946	ZWILCH	2.2	6.7 x 10^-4^	5.0 x 10^-2^	protein_coding
ENSSSCG00000007888	TNFRSF17	−3.7	6.7 x 10^-4^	5.0 x 10^-2^	protein_coding
ENSSSCG00000008595	APOB	1.6	7.9 x 10^-4^	5.0 x 10^-2^	protein_coding
ENSSSCG00000014919	ME3	−2.3	8.4 x 10^-4^	6.0 x 10^-2^	protein_coding
ENSSSCG00000014368	--	−2.0	1.0 x 10^-3^	7.0 x 10^-2^	protein_coding
ENSSSCG00000007529	SYCP2L	2.6	1.0 x 10^-3^	7.0 x 10^-2^	protein_coding
ENSSSCG00000013116	--	16.4	1.1 x 10^-3^	7.0 x 10^-2^	protein_coding
ENSSSCG00000004052	FNDC1	−1.8	1.2 x 10^-3^	7.0 x 10^-2^	protein_coding
ENSSSCG00000002277	SPTB	−4.0	1.2 x 10^-3^	7.0 x 10^-2^	protein_coding
ENSSSCG00000016645	C7orf53	−7.7	1.3 x 10^-3^	7.0 x 10^-2^	protein_coding
ENSSSCG00000008203	IGKV2-40	−1.8	1.3 x 10^-3^	7.0 x 10^-2^	protein_coding
ENSSSCG00000001229	--	−2.0	1.3 x 10^-3^	7.0 x 10^-2^	protein_coding
ENSSSCG00000000151	APOL6	3.4	1.5 x 10^-3^	8.0 x 10^-2^	protein_coding
ENSSSCG00000004170	--	2.2	1.9 x 10^-3^	8.0 x 10^-2^	pseudogene
ENSSSCG00000016190	SLC11A1	−3.8	1.9 x 10^-3^	8.0 x 10^-2^	protein_coding
ENSSSCG00000006355	APOA2	1.8	1.9 x 10^-3^	8.0 x 10^-2^	protein_coding
ENSSSCG00000015747	MYOM2	2.8	2.3 x 10^-3^	9.0 x 10^-2^	protein_coding
ENSSSCG00000014824	RELT	−12.5	2.7 x 10^-3^	9.0 x 10^-2^	protein_coding
ENSSSCG00000008455	ABCG8	17.1	2.7 x 10^-3^	9.0 x 10^-2^	protein_coding
ENSSSCG00000003777	SLC44A5	2.6	2.8 x 10^-3^	9.0 x 10^-2^	protein_coding
ENSSSCG00000003999	A1BG	−5.9	2.8 x 10^-3^	9.0 x 10^-2^	protein_coding
ENSSSCG00000002375	RPS6KL1	−2.2	3.2 x 10^-3^	1.3 x 10^-1^	protein_coding
ENSSSCG00000001006	TUBB2B	−2.9	3.4 x 10^-3^	1.4 x 10^-1^	protein_coding
ENSSSCG00000007478	ATP9A	−1.8	3.5 x 10^-3^	1.4 x 10^-1^	protein_coding
ENSSSCG00000009992	UQCR10	1.8	3.9 x 10^-3^	1.6 x 10^-1^	protein_coding
ENSSSCG00000010829	MOSC1	1.7	4.0 x 10^-3^	1.6 x 10^-1^	protein_coding
ENSSSCG00000017923	ALOX15	−3.0	4.3 x 10^-3^	1.6 x 10^-1^	protein_coding
ENSSSCG00000002847	GPT2	1.7	4.6 x 10^-3^	1.7 x 10^-1^	protein_coding
ENSSSCG00000004787	GPR176	3.0	4.7 x 10^-3^	1.7 x 10^-1^	protein_coding
ENSSSCG00000006985	MTMR7	1.7	4.8 x 10^-3^	1.7 x 10^-1^	protein_coding
ENSSSCG00000000709	PLEKHG6	−1.9	5.0 x 10^-3^	1.7 x 10^-1^	protein_coding
ENSSSCG00000010892	KCNT2	2.0	5.0 x 10^-3^	1.7 x 10^-1^	protein_coding
ENSSSCG00000008624	LPIN1	1.6	5.0 x 10^-3^	1.7 x 10^-1^	protein_coding

In order to validate the expression data obtained by RNA-Seq, five genes (*APOA2*, *LPIN1*, *ME3*, *CYP7A1* and *CYP2C49*) were selected among the differentially-expressed protein-coding genes to perform real time reverse transcription (RT-qPCR) assays. 

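All 5 genes were also measured on the arrays of the same 10 animals. Each followed its sequencing count and its RT-qPCR value in Table S3 from animal to animal. Against the log2 sequencing count, Pearson's r lay between 0.818 for *ME3* and 0.970 for *CYP7A1*, and Spearman's rho between 0.743 for *ME3* and 0.912 for *CYP7A1* (n = 10 animals). Against the log2 RT-qPCR value, r lay between 0.880 for *APOA2* and 0.978 for *CYP7A1*, and rho between 0.679 for *ME3* and 0.964 for *CYP7A1*. Of these 10 relations, 10 had an adjusted permutation p under 0.05, the largest being 0.00307 for r and 0.0335 for rho, after Benjamini-Hochberg adjustment over the 10. Without the 2 animals farthest from the median of the x axis, r stayed between 0.818 and 0.983 for *APOA2*, *LPIN1*, *CYP7A1* and *CYP2C49*. For *ME3*, a malic enzyme, r was 0.412 with the sequencing count and 0.541 with RT-qPCR without L4 and L5, so its relation rests on those animals. *CYP7A1*, the rate-limiting enzyme of bile acid synthesis, differed most between animals, from 2.19 in H4 to 9.51 in H1 on the log2 scale. In 4 animals, H4, L1, L3 and L4, *CYP7A1* lay within 0.5 log2 units of the lowest array value. Over the other 6, r with the sequencing count was 0.920 (exact permutation test, p = 0.0111) and rho 0.771 (exact permutation test, p = 0.103). The log2 difference between H and L was 0.28 on the array, 0.69 by RT-qPCR and 0.84 in the sequencing counts for *APOA2*, and 1.45, 0.86 and 0.93 for *CYP7A1*. These counts are not adjusted for the depth of the libraries, and relative to the mapped reads of Table 2 the difference was 0.52 for *APOA2* and 0.61 for *CYP7A1*.

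**Figure D1:**
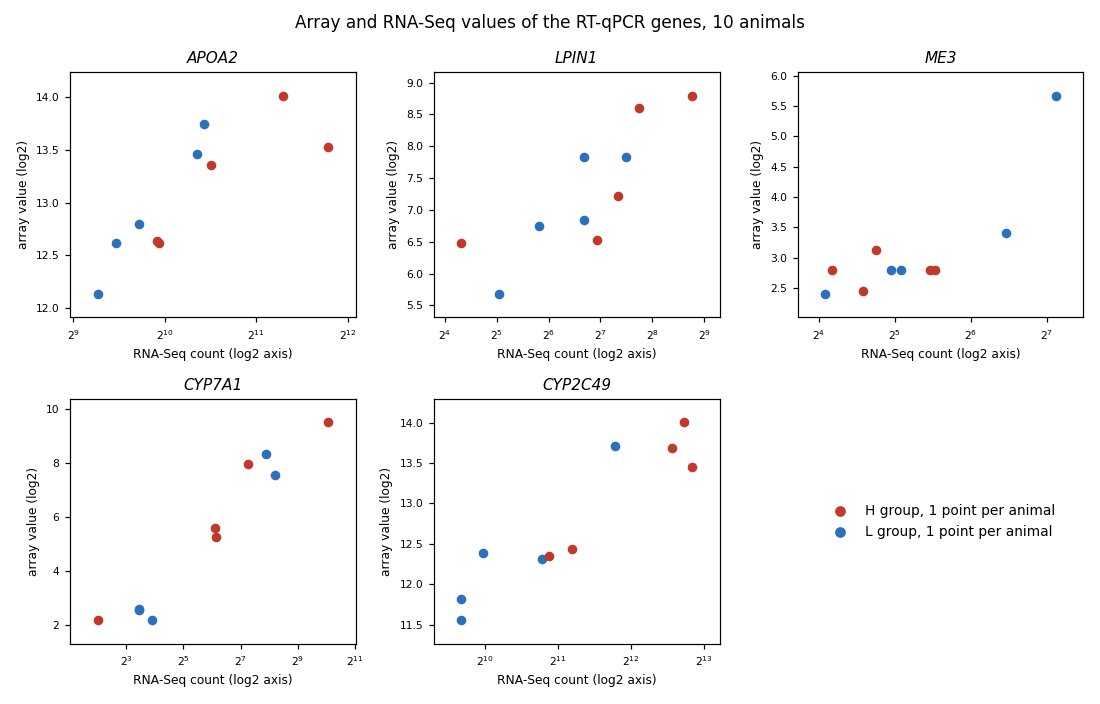
Array value of 5 genes (log2, y axis) against the log2 sequencing count of Table S3 (x axis), 1 point per animal, coloured by group (n = 5 H and n = 5 L). The points of CYP7A1 spread over the widest range of the 5 genes, and 4 of them lie near the lowest array value of 2.19; r is 0.970 for CYP7A1 and 0.818 for ME3.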

When the pattern of gene expression levels was compared, strong correlations ranking from 0.79 to 0.96 between RT-qPCR and RNA-Seq platforms were observed, confirming the high reproducibility of the data (Additional file 9, Table S3).

Interestingly, one of the studied genes, the *CYP2C49* [ENSEMBL_Id: ENSSSCG00000010488] which belongs to the highly diverse superfamily of CYP450 [38] and it is homologue to the human *CYP2C9* gene, was located in a genomic region in which copy number variation (CNV) has been previously described in pigs [39]. In order to assess whether observed differences of gene expression were influenced by differences in the CNV between animals, a real time quantitative PCR (qPCR) to determine the number of copies of the *CYP2C49* gene was developed. For the first time, CNV affecting the *CYP2C49* gene was described with relative quantification values ranging from 1 to 5.2 copies (Additional file 9, Table S3). However, no correlation between the number of copies and gene expression was observed. Therefore, further analysis will be necessary to elucidate the possible role of these structural variants in the fatty acid metabolism.

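The array value of *CYP2C49* was 13.18 ± 0.75 in H and 12.36 ± 0.83 in L (log2, SD, n = 5 each), and its lowest and highest animals were L3 at 11.55 and H2 at 14.00. The copy number of Table S3 averaged 2.96 ± 1.83 in H and 2.72 ± 1.28 in L (SD, n = 5 each). Over the 10 animals, the array value of *CYP2C49* and the copy number had a Pearson's r of -0.421 (permutation test, p = 0.220) and a Spearman's rho of -0.377 (permutation test, p = 0.282). Without H1 and L2, the 2 animals farthest from the median copy number, r was -0.237. With each group centred on its mean, rho was -0.553 (permutation test, p = 0.101). The copy number had an r of -0.337 with the sequencing count (permutation test, p = 0.332) and of -0.132 with the RT-qPCR value, where rho was -0.195 (permutation test for rho, p = 0.588). A correlation over 10 animals has a wide error. The paper states that copy number and expression did not correlate and that further work on these structural variants is needed.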

Moreover, it is noteworthy that six of the differentially-expressed genes related to fatty acids metabolism in liver (*APOB, CYP7A1, APOA2, THBS1, THEM5, ME3)* were previously reported as associated with the profile of intramuscular fatty acid composition in a GWAS study in the same animal population [30]. Therefore, they can be considered as interesting candidate genes and this suggest their role in the fatty acid metabolism processes in pigs in both liver and IMF tissues (Table 7).

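Of these 6 genes, 4 could be tested on the arrays. *APOB*, the protein of very low density lipoproteins, was among the brightest genes and measured 15.16 ± 0.06 in H and 15.15 ± 0.06 in L (log2, SD, n = 5 each), a difference of 0.01 (standard error 0.07, limma adjusted p = 0.997). At this brightness a saturated signal cannot be told apart from a true absence of difference. *APOA2*, an apolipoprotein of high density lipoproteins, measured 13.23 ± 0.60 in H and 12.95 ± 0.65 in L (log2, SD, n = 5 each; limma adjusted p = 0.985), and its difference lay between 0.08 (without H2 or L3) and 0.48 (without L4) when single animals were left out. *THBS1*, thrombospondin 1, was 7.10 ± 1.00 in H and 7.03 ± 0.82 in L (log2, SD, n = 5 each; limma adjusted p = 0.997). *CYP7A1* averaged 6.10 ± 2.80 in H and 4.65 ± 3.03 in L (log2, SD, n = 5 each), a difference with a standard error of 1.63 (limma adjusted p = 0.985). Leaving out single animals moved this difference between 0.60 (without H1) and 2.43 (without H4), and 4 of the 10 values lie within 0.5 log2 units of the lowest array value. *ME3* had a mean under 4 and was not tested, and *THEM5* had no probe set with its symbol here. The spread between animals was larger than the difference between the groups for *APOB*, *APOA2*, *THBS1* and *CYP7A1*.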

**Table 7:** Differentially-expressed genes previously reported to be associated with the profile of intramuscular fatty acid composition in a genome-wide association study

**Ensembl gene ID**	**Chr**	**Start (bp)**^**1**^	**End (bp)**^**1**^	**Gene name**	**Fatty acid**
ENSSSCG00000004789	1	138129409	138145238	THBS1	C18:1(n-9), C18:2(n-6), MUFA
ENSSSCG00000008595	3	109052838	109076900	APOB	C16:1(n-7), ratio C16:1(n-7)/c16:0
ENSSSCG00000006238	4	77173363	77202771	CYP7A1	C16:1(n-7), C18:2(n-6)
ENSSSCG00000006355	4	92745976	92747590	APOA2	C16:0, C18:2(n-6), rate MUFA/SFA
ENSSSCG00000006614	4	101212520	101222091	THEM5	rate MUFA/SFA
ENSSSCG00000014919	9	20546397	20647476	ME3	rate C20:1/C20:0

^1^ The genomic coordinates are expressed in bp and are relative to the *Sus scrofa* April 2009 genome sequence assembly (Sscrofa9).

### Functional clustering of differentially-expressed genes in the liver

From the 55 differentially-expressed protein-coding genes, 26 were up-regulated and 29 were down-regulated in H group in comparison to L (Table 6). 

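Of the 55 protein-coding genes of Table 6, 26 had a probe set with their symbol on the array, and 16 of these had a mean of at least 4. Of the 16, 7 (*GSTO1*, *CYP2C49*, *SDS*, *TBCC*, *ABCG8*, *A1BG* and *UQCR10*) were matched to the array by the symbol of the human homolog or an alias alone, and 9 by their Ensembl ID. On the arrays, 9 of the 10 tested genes that Table 6 gives as higher in H, and 3 of the 6 that it gives as lower, lay on the same side. The sum, 12 of 16, had an exact binomial p of 0.0768 (two-sided). The array and Table 6 log2 fold changes had a Spearman's rho of 0.438 (permutation test, p = 0.0907) and a Pearson's r of 0.355 (permutation test, p = 0.177), across genes, which are not independent replicates. With limma, 0 of the 16 had an adjusted p under 0.05, over all genes and when adjusted over the list alone, and 1, *ZWILCH*, had an unadjusted p under 0.05. Because the study chose the list on these animals, neither its count of directions nor the list adjustment is independent evidence. *ZWILCH*, a protein of the mitotic checkpoint, measured 7.21 ± 0.94 in H and 6.30 ± 0.24 in L (log2, SD, n = 5 each; exact permutation test, p = 0.119). *SDS*, serine dehydratase, had a log2 difference of 1.44 (standard error 1.29), and *FOS*, an immediate early transcription factor, of -1.12 (standard error 0.83). *SCMH1* was at -0.97 (standard error 0.50) and *FNDC1*, whose probe set gave 1 identical value on 4 of the 10 arrays, at -0.56 (standard error 0.28). Single animals moved these differences: *SDS* was at 2.50 without H5, 2.18 without L2 and 0.77 without L4, *FOS* at -0.64 without H5 and -0.69 without L5, *SCMH1* at -0.55 without L5 and *FNDC1* at -0.33 without L5. *GSTO1*, a glutathione transferase, measured 14.13 ± 0.06 in H and 14.12 ± 0.13 in L, and *UQCR10*, a subunit of the respiratory chain, 11.71 ± 0.18 in H and 11.76 ± 0.05 in L (log2, SD, n = 5 each). *TBCC* had a log2 difference of 0.14 (standard error 0.11) and *A1BG* of 0.01 (standard error 0.13). As a list, the 10 genes higher in H were shifted up against all other genes (median log2 difference 0.41; limma camera with a preset correlation, adjusted p over the 5 lists of the study 0.00419, and adjusted p = 0.0931 with an estimated correlation), and the list of genes lower in H, which by human homologs holds 5 measured genes, was not (2 below 0, adjusted p = 0.909). The call of the first list is lost without H2 (adjusted p = 0.116) or L3 (0.146).

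**Figure D2:**
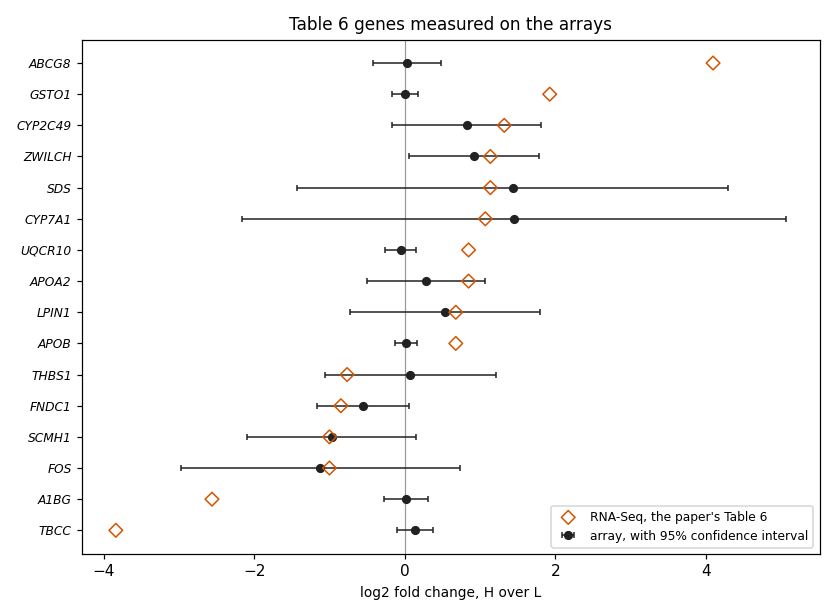
Log2 difference H minus L of the 16 tested genes of Table 6 on the arrays (points, with the 95% confidence interval, n = 5 H and n = 5 L) and the log2 fold change that Table 6 gives for the sequencing counts (diamonds). For 6 of the 16 genes the diamond lies outside the interval.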

To gain insight into the liver tissue processes that differed between groups, the list of the differentially-expressed genes was explored using the core analysis function included in Ingenuity Pathways Analysis (IPA). Initially, the pig gene IDs were converted to human genes but five protein-coding genes did not match with human homologs [Ensembl Ids: ENSSSCG00000007873, ENSSSCG00000003971, ENSSSCG00000014368, ENSSSCG00000013116, ENSSSCG00000001229], and therefore only 50 pig genes were eligible for network construction.

The top seven biological functions identified by IPA included categories related to a wide variety of physiological and biological events, such as lipid metabolism, small molecule biochemistry, molecular transport, drug metabolism, energy production, nucleic acid metabolism, and vitamin and mineral metabolism (Table 8). A specific examination of the lipid metabolism IPA molecular and cellular function revealed that most of the transcripts relating to lipid metabolism were up-regulated in H group compared to L group. 

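On the arrays, 7 of the 15 genes that Table 8 lists under lipid metabolism were measured: *ABCG8*, *APOB*, *APOA2*, *CYP2C49*, *CYP7A1*, *LPIN1* and *THBS1*. All 7 had a log2 difference above 0, with a median of 0.28 and a range from 0.01 to 1.45, and 0 of the 7 had a limma adjusted p under 0.05, over all genes or adjusted over the list alone (0 at an unadjusted p under 0.05). *THBS1*, which the paper gives as lower in H, *APOB* and *ABCG8*, at 0.07, 0.01 and 0.03, changed sign when single animals were left out (*THBS1* without H3, H4, L1, L2 or L3, *APOB* without H5 or L3, *ABCG8* without H2, L3 or L4). A further 4 genes of the list had a probe set but a mean under 4 and were not tested: *ME3* was at -0.62 and *MTMR7* at 0.59, and *ALOX15* and *NR4A3* lay within 0.5 log2 units of the lowest array value on 10 and 9 arrays. The list was shifted up against all other genes by camera with a preset correlation (adjusted p = 0.0180), but not with an estimated correlation (adjusted p = 0.133). The call is also lost without H2 (adjusted p = 0.116), H3 (0.0660) or L3 (0.326), and with no filter on dim probe sets (0.237). The study chose this list on these animals, so its direction is not independent evidence. Lists of lipid metabolism drawn up from textbook knowledge gave values on both sides of 0. Of 16 measured genes of triacylglycerol synthesis and storage 5 were above 0 (median -0.19, camera adjusted p = 0.827), with *GPAM* at 0.21 and *DGAT1* at -0.33. Of 17 genes of lipoproteins and their assembly 6 were above 0 (median -0.04, mean 0.03, camera adjusted p = 0.837), with *APOE* at -0.18 and *APOA4* at -0.83. Of 13 genes of cholesterol synthesis 10 were above 0 (median 0.07, camera adjusted p = 0.367), with *SQLE* at 0.23 and *HMGCS1* at 0.09. None of these members had a limma adjusted p under 0.05, and none of these lists passed by camera.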

Remarkably, genes that play a crucial role in lipoprotein synthesis *(APOB*), cholesterol metabolism (*ABCG8, CYP2C9, CYP2C19, CYP4A11, APO* and *CYP7A1*), oxidation of lipids and palmitic fatty acids (*MTMR7*), and induction of lipogenic gene transcription (*LPIN1*) were up-regulated in H group in contrast to L group. On the contrary, genes involved with accumulation of triacylglycerol (*AQP7*), uptake of lipids and myristic acid (*THBS1*), and fatty acids biosynthesis (*ME3*) were down-regulated in H group as opposed to L group. 

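*THBS1* is read by 5 probe sets on the array, of which 3 had a mean of at least 4, and its log2 difference was 0.07 (standard error 0.51). *ME3* was dim, at 2.79 ± 0.24 in H and 3.41 ± 1.31 in L (log2, SD, n = 5 each; exact permutation test, two-sided, p = 0.476), and the L mean was raised by L4 at 5.66. Its probe set gave 1 identical value on 5 of the 10 arrays. No probe set carried the symbol *AQP7* here. Among the genes described as higher in H, *LPIN1*, a phosphatidate phosphatase, measured 7.52 ± 1.11 in H and 6.99 ± 0.89 in L (log2, SD, n = 5 each; limma adjusted p = 0.985). *ABCG8*, which exports sterols into bile, measured 10.08 ± 0.32 in H and 10.05 ± 0.38 in L (log2, SD, n = 5 each; limma adjusted p = 0.997). Its single probe set gave the identical value of 9.92 in H1, H3, H5 and L5, which is rare at this brightness (as many repeats in 2 of 845 probe sets with a mean from 10 to 11). *MTMR7*, also dim, measured 4.01 ± 1.19 in H and 3.41 ± 0.89 in L (log2, SD, n = 5 each; exact permutation test, p = 0.373). Of 10 measured genes of fatty acid synthesis 3 lay above 0 and 7 below (median -0.10, camera adjusted p = 0.761), with *FASN* at 0.63, *SCD* at 0.05, *ELOVL6* at -0.49 and *PGD* at -0.26. Of these 10, 0 had a limma adjusted p under 0.05, over all genes or adjusted over the list alone, and 1, *PGD*, had an unadjusted p under 0.05. From the expression of these genes and the role of malic enzyme in supplying NADPH, the paper speculates that alpha-linolenic and linoleic acids reaching the liver inhibit *ME3* and so, at least in part, reduce lipogenic activity.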

The malic enzyme is involved in supplying NADPH for the reductive biosynthesis of fatty acids [40]. Based on the above observations it is tempting to speculate that ALA and LA acids reaching liver tissue inhibit the expression of *ME3* gene, and consequently, at least partially, reduce lipogenic activity. This is in agreement with Guillevic et al. [8], who reported that ALA acid enriched diets decreased malic enzyme activity in liver and subcutaneous adipose tissue of pigs.

**Table 8:** Description of the top seven molecular and cellular biological functions significantly modulated in the liver tissue when comparing H relative to L animals

**Category**	**Genes**	**p-value**
Lipid Metabolism	*ABCG8,ALOX15,AQP7,APOB,CYP2C9,THBS1, APOA2,ME3,NR4A3,LPIN1,CYP7A1,MTMR7, CYP2C19,CYP4A11*	1.15x10 ^-7^
Small Molecule Biochemistry	*ABCG8,ALOX15,AQP7,APOB,CYP2C9,THBS1, APOA2,ME3,GSTO1,FOS,NR4A3,LPIN1,SPTB, CYP7A1,MTMR7,CYP2C19,SDS,SLC11A1, CYP4A11*	1.15x10 ^-7^
Molecular Transport	*ABCG8,AQP7,ALOX15,APOB,THBS1,APOA2, GSTO1,FOS,NR4A3,LPIN1,CYP7A1,SLC11A1, FNDC1*	2.62x10 ^-6^
Drug Metabolism	*FOS,CYP2C9,THBS1,CYP2C19*	7.20x10 ^-6^
Energy Production	*NR4A3,LPIN1,CYP2C9,APOA2,ME3, CYP2C19,SDS,CYP4A11*	7.20x10 ^-6^
Nucleic Acid Metabolism	*CYP2C9,THBS1,CYP2C19*	5.85x10 ^-6^
Vitamin and Mineral Metabolism	*ABCG8,APOB,CYP2C9,APOA2,CYP7A1, CYP2C19,GSTO1*	8.65x10 ^-6^

Statistical significance of pathway modulation was calculated via a right-tailed Fisher’s Exact test in Ingenuity Pathway and represented as –log (*P* value): -log values exceeding 1.30 were significant false discovery rate (FDR) < 0.05.

Interestingly, the most representative canonical pathways significantly modulated in liver when comparing H vs L groups were involved in Endotoxin lipopolysaccharide / pro-inflammatory cytokines (LPS/IL-1) mediated inhibition of retinoid X receptors (RXR) function, fatty acid metabolism (including AA and LA acids) and pregnane X receptor / farnesoid X receptor (FXR/RXR) activation (Figure 4 and Table 9), in which the up-regulation of *ABCG8, APOB and CYP7A1* genes was observed. Likewise, the present findings underscore that H group increased the expression of gene sets regulated by peroxisome proliferator-activated receptors alpha (PPAR-α) *(APOA2, CYP2C9, CYP2C19)* and RXR (*ABCG8, CYP7A1*) transcription factors, both of which are shown to have an important role in lipid homeostasis. For instance, PPAR-α is an important regulator of cellular fatty acid uptake and intracellular fatty acid transport, mitochondrial and peroxisomal fatty acid oxidation, ketogenesis, and gluconeogenesis in several species [41-43], whereas *RXR* plays a crucial role in the transcriptional regulation of a spectrum of genes controlling cholesterol homeostasis and bile acid homeostasis, together with nuclear receptor FXR, a key transcription factor that regulates cholesterol 7 α-hydroxylase (*CYP7A1*) activity and mRNA levels.

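A list of textbook PPAR-alpha target genes lay close to 0 on the arrays and did not pass the test between the groups. Of its 16 measured members 6 lay above 0 and 10 below, with a median log2 difference of -0.13 (limma camera, adjusted p = 0.976). *CPT1A*, the entry enzyme of mitochondrial fatty acid oxidation, was at -0.29, *PLIN2* at -0.51 and *SLC25A20* at -0.32, while *FABP1* was at 0.18 and *ACADM* at 0.17. Of 19 genes of mitochondrial fatty acid oxidation 9 lay above 0 (median -0.04, camera unadjusted p = 0.312), and of 10 genes of peroxisomal fatty acid oxidation 6 (median 0.00, camera adjusted p = 0.954). Of 12 measured genes of bile acid synthesis and transport 11 lay above 0, with a median of 0.12 (camera with a preset correlation, adjusted p over 25 lists 0.0431, and adjusted p = 0.973 with an estimated correlation, where the call is lost). By fry, which tests whether the genes of a list move on balance one way and does not compare them with other genes, p was 0.407. Of this list, *CYP7A1* and *ABCG8* were also picked by the study on these animals. *ABCB11*, the bile salt export pump, was at 0.33, *CYP39A1* at 0.33, *ACOX2* at 0.30 and *ABCC2* at -0.07. The call is also lost without H1 (adjusted p = 0.470), H5 (0.0836), L3 (0.375) or L4 (0.328), and with no filter on dim probe sets (0.128). The genes of the pathways of Table 9, a list the study chose on these animals and so not independent evidence, had 6 of 6 measured members above 0 (median 0.43, camera adjusted p = 0.0206, and adjusted p = 0.0931 with an estimated correlation), and that call is lost without H2 (0.116), H3 (0.0606) or L3 (0.239) and with no filter (0.219). In these 4 lists and that of Table 9, 0 genes had a limma adjusted p under 0.05. The paper states that the H group raised the expression of genes regulated by PPAR-alpha, among them *APOA2*, and by RXR (*ABCG8*, *CYP7A1*).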

**Figure 4:**
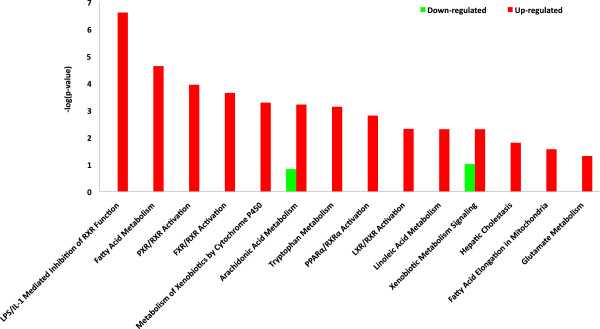
**Canonical pathway significantly detected when contrasting the up (red) and (green) down-regulated genes in H compared to L group.** X-axis values are the log(B-H correction p-value) and Y-axis values are the canonical pathways. The statistical significance of pathway modulation was calculated via a right-tailed Fisher’s Exact test in Ingenuity Pathway analysis and represented as –log (*P* value): -log values exceeding 1.30 were significant false discovery rate (FDR) <0.05).

**Table 9:** Description of the top six canonical pathways significantly modulated in liver tissue when comparing H to L animals

**Ingenuity canonical pathways**	**Genes**
LPS/IL-1 Mediated Inhibition of RXR Function	*ABCG8,CYP2C9,CYP7A1,CYP2C19, CYP4A11,GSTO1*
Arachidonic Acid Metabolism	*ALOX15,CYP2C9,CYP2C19,CYP4A11*
Fatty Acid Metabolism	*CYP2C9,CYP2C19,SDS,CYP4A11*
PXR/RXR Activation	*CYP2C9,CYP7A1,CYP2C19*
Linoleic Acid Metabolism	*ALOX15,CYP2C9,CYP2C19*
FXR/RXR Activation	*ABCG8,APOB,CYP7A1*

Statistical significance of pathway modulation was calculated via a right-tailed Fisher’s Exact test in Ingenuity Pathway analysis and represented as –log (*P* value): -log values exceeding 1.30 were significant FDR <0.05.

In addition, the up-regulation of *PPAR*-α and *RXR* were coupled with the increased expression of *lipin* (*LPIN1*) and *CYP7A1* genes. 

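*PPARA* itself was near the lowest value of the arrays, at 2.48 ± 0.31 in H and 2.41 ± 0.09 in L (log2, SD, n = 5 each; mean of 2 probe sets), within 0.5 log2 units of it on 8 of the 10 arrays. *RXRA* and *RXRG* lay within 0.5 of the lowest value on all 10 arrays. No difference between the groups can be read for these 3 genes. *RXRB* measured 4.80 ± 0.13 in H and 4.71 ± 0.16 in L (log2, SD, n = 5 each), a difference of 0.09 (standard error 0.10, limma adjusted p = 0.985). *PPARGC1A*, the coactivator PGC-1α, measured 7.85 ± 0.59 in H and 7.82 ± 0.33 in L (log2, SD, n = 5 each; standard error of the difference 0.27). For *LPIN1* the log2 difference was 0.53 with a standard error of 0.57, and it was 0.26 without H2, 0.22 without H3 and 0.21 without L3. Of 8 measured nuclear receptors of lipid metabolism 5 lay above 0 and 3 below (median 0.05, mean -0.02, camera adjusted p = 0.917). *HNF4A* was at 0.21, *NR1H3* at -0.24 and *NR1I2*, the pregnane X receptor, at -0.38, and 0 of the 8 had a limma adjusted p under 0.05, over all genes or adjusted over the list alone (1, *NR1I2*, at an unadjusted p under 0.05). *NR1H4*, the farnesoid X receptor, had no probe set with a single symbol here.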

In mice, it has been reported that *LPIN1* selectively activates a subset of coactivator 1α (*PGC-1α*) target pathways involved in fatty acid oxidation and mitochondrial oxidative phosphorylation, while suppressing the lipogenic program and lowering circulating lipid levels [44]. Lipin activates mitochondrial fatty acid oxidative metabolism by inducing expression of the nuclear receptor *PPAR-α*, a known *PGC-1α* target, and via direct physical interactions with *PPAR-α* and *PGC-1α*. Furthermore, *CYP7A1* has been shown to be a key factor of hepatic cholesterol homeostasis. All together these results suggest that H group may present greater uptake of fatty acids into hepatocytes (mainly LA and ALA acids). It is likely that the higher PUFA bioavailability in liver may affect expression of PPAR-α, RXR and their target genes, inducing a greater stimulation of both peroxisomal and mitochondrial β-oxidation, and leading to reduced triglyceride and cholesterol synthesis, and an enhanced elimination of cholesterol from the liver via bile acid formation. This intriguing possibility remains to be demonstrated, although there is evidence that FA, in particular unsaturated FA, exert many of their biological effects by regulating the activity of numerous transcription factors in liver, such as PPAR-α [45]. Recently, [46] has demonstrated that FA oxidation is regulated by hepatic MUFA to PUFA ratio through the activation of *PPAR-α.* In agreement to our results, hepatic expression of *PPAR-α* was higher in pigs fed with a higher level of PUFA. This is also in line with the lower IMF content in H group than in L animals, and the lower proportion of *de novo* fatty acids in the IMF. Therefore, these transcriptome changes may reflect counter mechanisms of liver tissue to respond or compensate for changes in IMF fatty acid profile, which depends on possible metabolisation of FAs and the possibility of being synthesized by the pig adipose tissue [47]. However, the question remains how different types of FA control the expression of genes and a direct examination of the effect of each individual FA on porcine muscle fatty acid composition is needed.

Finally, the identified genes were mapped to three genetic networks. The first, having an IPA network score of 38 and 16 focus genes, presented functions related to Lipid Metabolism, Small Molecule Biochemistry and Vitamin and Mineral Metabolism (Figure 5). The second, with a score of 23 and 11 focus genes centred on Lipid Metabolism, Molecular Transport and Small Molecule Biochemistry (Additional file 10, Figure S7), and the third network scoring 21 and 10 focus genes was associated with Carbohydrate Metabolism, Lipid Metabolism and Molecular Transport (Additional file 11, Figure S8). When the top three IPA networks were merged a connection between them was observed (Figure 6), suggesting that the differentially-expressed genes detected in this study are linked and play an important role in lipid metabolism. Remarkably, IPA results are in conformity with the design of this experiment, which inferred that LA and AA acids metabolism were altered between the groups of sequenced individuals.

**Figure 5:**
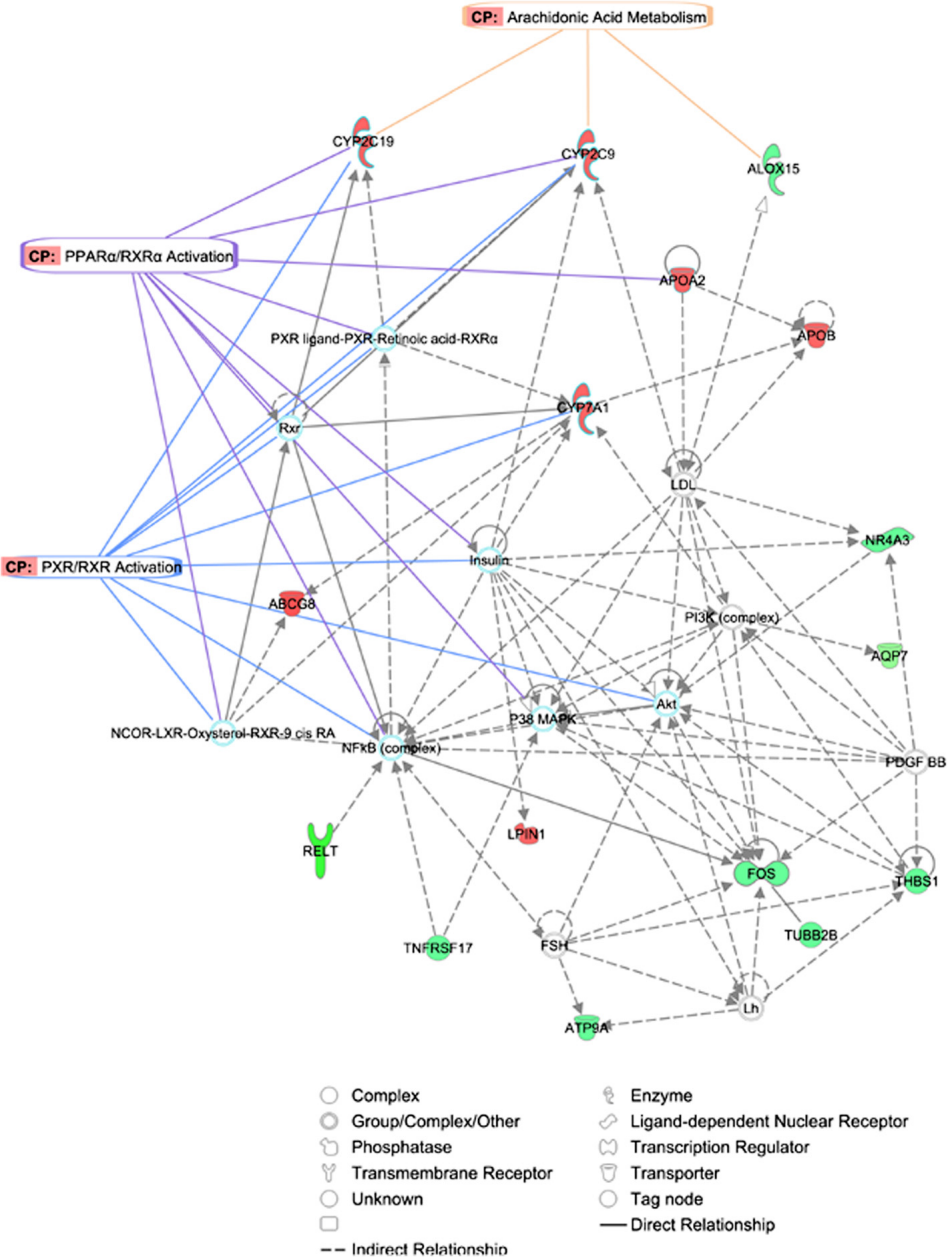
**Network 1 as generated by IPA.** The significant biological functions comprising this network are lipid metabolism, small molecule biochemistry and vitamin and mineral metabolism. The network is displayed graphically as nodes (gene/gene products) and edges (the biological relationship between nodes). The node colour indicates the expression of genes: (red) up-regulated and (green) down-regulated in H group relative to L group. The shapes of nodes indicate the functional classes of the gene products. Relevant canonical pathways that feature modulated genes were indicted as well (e.g. Arachidonic Acid metabolism, PPARα/RXRα and PXR/RXR Activation).

**Figure 6:**
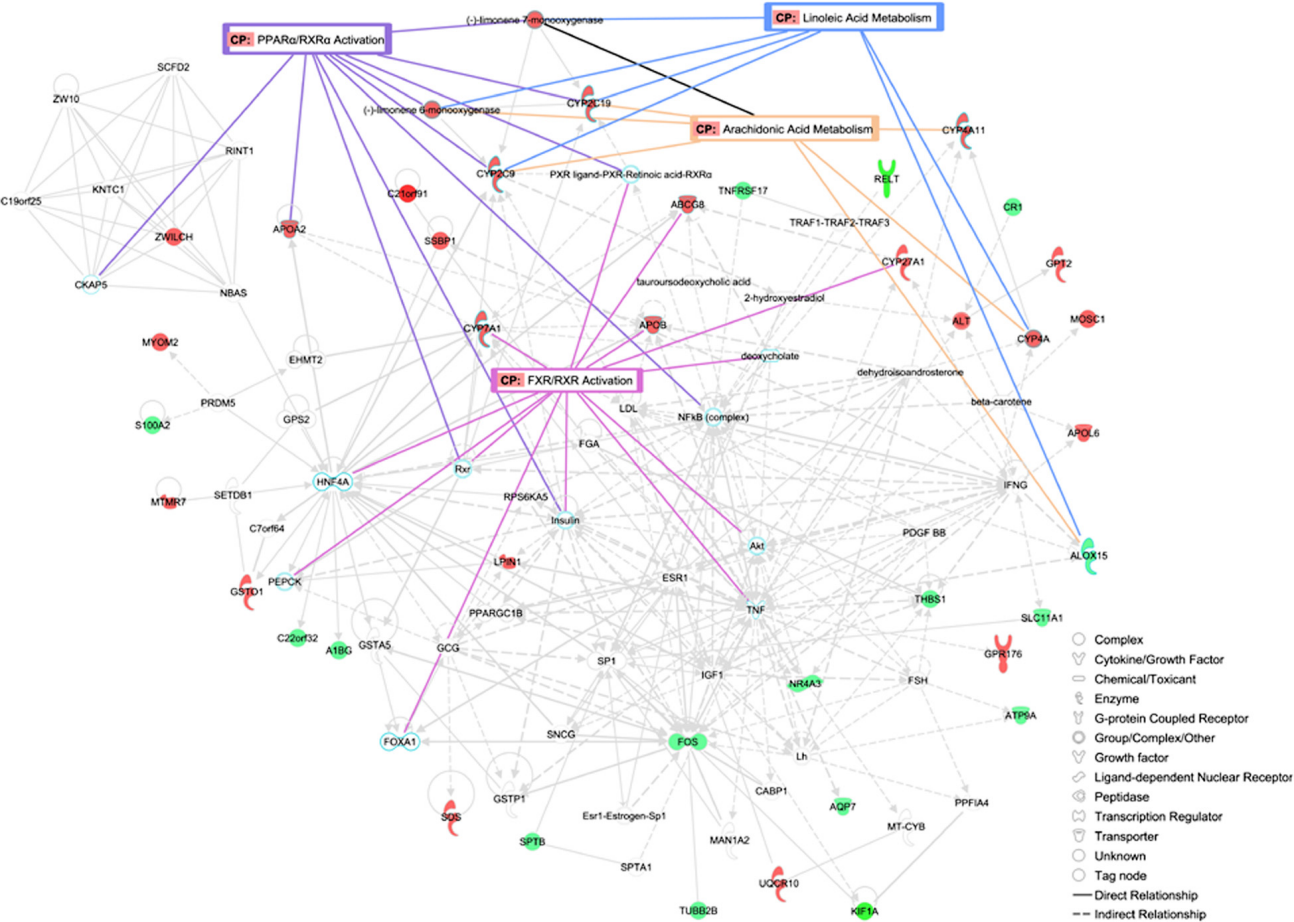
**Graphical representation of the three merged networks generated by IPA.** Depicted is the result of merging the network 1 (lipid Metabolism, Small Molecule Biochemistry and Vitamin and Mineral Metabolism), network 2 (lipid Metabolism, Molecular Transport and Small Molecule Biochemistry) and network 3 (carbohydrate Metabolism, Lipid Metabolism and Molecular Transport). The overrepresented canonical pathways such as Arachidonic and Linoleic Acid metabolism, PPARα/RXRα and FXR/RXR Activation are overlaid onto the resulting network, to show which genes are directly involved in these significant processes. Genes and gene products are represented as nodes and the relationship among these is represented as a line. Red indicates Up-regulated and green Down-regulated expression of genes when comparing H to L groups.

### Implications

In the present study, RNA-Seq was used for the analysis of the pig liver transcriptome in animals of extreme phenotypes for intramuscular fatty acid composition.

The liver plays an important role in lipid metabolism and, thus, the analysis of liver transcriptome in extreme pigs for intramuscular fatty acid composition may be relevant to elucidate its functional complexity. Although the main goal of this study was to find differentially-expressed genes between phenotypically extreme animals, the use of RNA-Seq allowed the identification of transposable elements, lncRNAs and new protein-coding genes in the porcine liver transcriptome.

The first principal component of PCA analysis classified animals in two extreme groups for the fatty acid composition of LD muscle. Group H of animals had a higher content of PUFA, including essential FA such as LA, ALA, ELE and AA acids than group L animals. Conversely, the latter had a higher content of SFA and MUFA, palmitoleic and oleic acids.

The lipid content and fatty acid profile of muscle plays an important role in the tenderness, flavour and juiciness of cooked meat [6]. In swine production, the reduction of intramuscular fat (IMF) in some breeds due to a preference selection for lean pigs, has affected meat quality. From this point of view, PUFA has a negative effect on the oxidative stability of muscle, which, in turn, affects flavour and muscle colour [6]. On the other hand, desirable sensorial characteristics tend to be associated with MUFA and SFA [6,48,49]. Lipid and fatty acid compositions of food have an important impact on human health, with a high consumption of SFA associated with obesity, high plasma cholesterol and cardiovascular disease [50,51]. Conversely, PUFAs, mainly ω−3, have been considered beneficial for human health, by reducing serum low-density lipoprotein-C, total cholesterol concentration and modulating immune functions and inflammatory processes [52-54].

There is increasing awareness of the wide range of health benefits of PUFA in general, and of ω−3 fatty acids in particular. Meat is an important basis of human nutrition, and pork meat is seen to be a major source of human food. The composition of fatty acids stored in adipose tissue in pigs largely reflects that of ingested lipids [5]. Thus, swine meat enriched with ω−3 fatty acids can be achieved by feeding with commercial diets supplemented with this PUFA [8], and possibly by selective breeding. In fact, there is a genetic basis of PUFA level in pork meat. It is likely that H group presented higher absorption of essential PUFA, increasing their amount reaching the IMF tissue, which in turn could be considered as an important factor in the inhibition of the *de novo* saturated fatty acid proportion in meat. Furthermore, differences on elongation, desaturation and oxidation of those essential PUFA to longer-chain ω−3 and ω−6 fatty acids cannot be discarded. Therefore, from the human health perspective, increasing H genotypes through breeding programs could be desirable because meat and meat-derived foods are still large contributors to saturated fatty acids intake in humans. These observations, together with several gene expression effects are the major factors leading us to believe that genetic was indeed a significant factor affecting meat IMF PUFA content and composition. However, an inverse relationship exists between nutritional value and eating quality of meat and, as consequence, established selection criteria to all together improve meat quality from the sensorial and nutritional point of view is a complex matter. Therefore, a holistic approach including both nutrigenetic and nutrigenomic disciplines may be required to improve the pork meat quality from both points of view.

## Conclusions

We used RNA-Seq as a tool to explore the liver transcriptome of ten female pigs with extreme phenotypes for intramuscular fatty acid composition. Transposable elements, lncRNAs and new putative protein-coding genes were identified. Reproducibility of the data was confirmed by the strong correlation observed between the values of gene expression obtained by RNA-Seq, RT-qPCR and microarrays. A total of 55 genes differentially-expressed between extreme animals were identified. These genes belong to canonical pathways and gene networks related to the lipid and fatty acid metabolism. In concordance with the initial phenotypic classification, pathway analysis inferred that linolenic and arachidonic acid metabolism was altered between extreme animals. The results obtained may help in the design of new selection strategies to improve pork meat quality from both the sensorial and nutritional points of view.

## Methods

### Animal material and phenotypes

The population studied was originated by crossing three Iberian boars (Guadyerbas line) with 31 Landrace sows [55,56]. Five F1 males were backcrossed with 26 Landrace sows and 144 BC1_LD pigs were obtained. All pigs were raised in a normal intensive system, fed under standard management conditions and were slaughtered at an average age of 179.8 ± 2.6 days following national and institutional guidelines for the ethical use and treatment of animals in experiments.

A total of 48 traits related with growth, carcass quality and intramuscular fatty acid composition were measured. A PCA was performed with the *prcomp* procedure of R software [57], including phenotypic information from twenty-six of the total traits. Four of these were related to carcass quality (carcass height, weight of ham, weight of shoulder and intramuscular fat) whereas the rest corresponded to fatty acids composition in muscle and indices of fatty acids metabolism. Animals with extreme phenotypes, according to the first principal component, were selected to generate the High (H) and Low (L) groups with 20 animals per group (Figure 1). Phenotypic mean comparisons between groups were performed using R. Since sex differences in liver transcriptome have been reported in several species[58], selection was made considering pedigree information representing the parental genetic diversity and only females were retained for RNA sequencing (five per group).

### RNA isolation, library preparation and sequencing

From the 10 selected animals, total RNA was isolated from liver using the *RiboPureTM Isolation of High Quality Total RNA* (*Ambion®, Austin, TX*) following the manufacturer’s recommendations. RNA was quantified using the *NanoDrop ND-1000 spectrophotometer* (*NanoDrop products*, Wilmington, USA) and checked for purity and integrity in a *Bioanalyzer-2100* (*Agilent Technologies, Inc*., Santa Clara CA, USA).

Sequencing libraries were generated using *Illumina mRNA-Seq* following manufacturer’s instructions and ten index codes were added to attribute sequences to each animal. A total of two channels of *an Illumina Hi-Seq 2000* instrument (*Fasteris SA*, Plan-les-Ouates, Switzerland) were used to sequence two pools of five samples (one pool with five samples per lane with barcoding).

### Mapping, assembling and annotation of reads

After removal of sequencing adaptors and low-complexity readsTopHatv1.2.0 software [31] was employed to map reads using as reference the version 9.61 of pig genome (Sscrofa 9.61) http://www.ensembl.org/info/data/ftp/index.html. Quality control and reads statistics were determined with FASTQC http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc/. Transcript assembly was performed using Cufflinks v0.9.3 [59] , with a minimum alignment count per *locus* of 10. Finally, S-MART http://urgi.versailles.inra.fr/Tools/S-MART for read annotation was used.

### Gene expression quantification and correlation analysis with expression microarrays

Gene expression quantification was performed using the normalized number of fragments per kilobase of exon per million reads (FPKM) as reported in Cufflinks output [59]. Correlations between mean expression values between groups were calculated. All individuals were also assayed with high-density oligonucleotide microarray chips (*GeneChip® Porcine*) from *Affymetrix* (Santa Clara, CA) containing a total of 23,937 probe sets (23,256 transcripts), representing 20,201 *Sus scrofa* genes. Microrarrays were hybridized and scanned at the *Institut de Recerca Hospital Universitari Vall d’Hebron* (Barcelona, Spain) following *Affymetrix* standard protocols. Expression data were generated with Gene-Chip Operating Software (GCOS). Probes were adjusted for background noises and normalized using the GCRMA R package [60]. The average probe value per gene was calculated and a total of 6,025 Ensembl gene IDs could be retrieved to estimate the Spearman correlation between the log2 expression values of genes analysed by RNA-Seq and microarrays. Finally, a GO enrichment analysis with the QuickGO browser http://www.ebi.ac.uk/QuickGO/ was performed for the top 100 most expressed genes.

### Differential gene expression analysis

Differential expression analysis (DE) between groups was performed using DESeq [37]. This R package uses as input file the unambiguous table of counts per gene obtained from HTseq-count http://www-huber.embl.de/users/anders/HTSeq/doc/overview.html. DESeq models the data using negative binomial distributions assuming that the mean is a good predictor of variance. Therefore, it assumes that genes with similar expression level also have similar variance across replicates [37]. Following the DESeq author’s recommendations, some exploratory diagnostic plots were executed to check the dispersion estimate and data quality. In order to ascertain the base variance the function 'varianceFitDiagnostics' was used and the per-gene estimates of the base variance was plotted against the base levels. The uniformity of the cumulative probabilities estimated by the 'varianceFitDiagnostics' was also verified via the 'residualsEcdfPlot' function.

Differentially-expressed genes were detected through the ‘nbinomTest’ function of DESeq. All the genes with a fold change between H and L groups higher than or equal to 1.5 fold were retained (total of 2051 genes). Then, for this subset of genes, the R package q-value [61] was employed to calculate the false-discovery rate and genes with a p-value ≤ 0.005 (which is equivalent to a q-value ≤ 0.17) were retained.

### Validation of differentially-expressed genes by RT-qPCR and copy number determination by qPCR

In order to evaluate the repeatability and reproducibility of gene expression data obtained by RNA-Seq, a RT-qPCR assay using SYBR Green chemistry (Fast Start Universal Sybr green master, Rox; Roche Applied Science, Mannheim, Germany) and the comparative Ct method [62] was performed in an ABI PRISM® 7900 HT (Applied Biosystems, Inc., FosterCity, CA).

The isolated RNA of individual samples was reverse-transcribed into cDNA using the *High Capacity Reverse cDNA transcription Kit* (Applied Biosystems) in a total volume of 20 μl containing 1 μg of total RNA, following the manufacturer’s instructions. PCR primers were designed using Primer Express™ software (Applied Biosystems) and are shown in Additional file 12, Table S4. Two genes: *β-2 microglobulin* (*β2m*) and *hypoxanthine phosphoribosyltransferase 1* (*HPRT1*), previously validated as stable expressed control genes in liver tissue by geNorm [63] were used as endogenous controls (Corominas et al., unpublished data). Due to the comparative Ct method requiring the target and endogenous PCR efficiencies to be nearly equal, validation experiments for each gene were performed. Thus, the log cDNA dilution (1:2, 1:20, 1:200, 1:2,000) versus ΔCt, was plotted to obtain absolute slopes < 0.1 in all cases that allowed the use of the 2^-ΔΔCt^ method. PCR amplifications were performed in a total volume of 20 μl containing 5 μl of cDNA sample diluted 1:125. Depending on the pair primers, various concentrations were utilized (see Additional file 12, Table S4). Each sample was analyzed by triplicate, thermal cycle was: 10 min at 95°C and 40 cycles of 15 sec at 95°C and 1 min at 60°C. A dissociation curve was drawn for each primer pair. Data was analyzed using the SDS v2.4 and DataAssist^TM^ v3.0 software (Applied Biosystems). The sample of lowest expression level was selected as calibrator. Correlation between RNA-seq (Htseq) and RT-qPCR data (2^-ΔΔCt^) was carried out with R.

Copy number variation was quantified using the assay described above with some modifications. PCR amplification was carried out with 10 ng of genomic DNA isolated from diaphragm samples by the phenol-chloroform method [64]. Primers used to amplify *CYP2C49* gene are described in Additional file 12, Table S4. For single copy endogenous control gene amplification, a previously described design on the *glucagon* (*GCG*) gene [65] was used, but a single nucleotide substitution on primer forward was introduced to adapt the primer to the porcine species (Additional file 12, Table S4). A sample with the lowest copy number was selected as a calibrator.

### Transposable element analysis

To identify repetitive and transposable elements in pig liver transcriptome RepeatMasker version open-3.3.0 [http://www.repeatmasker.org/] and the ‘quick search’ and ‘pig’ species options with Search Engine: NCBI/RMBLAST and complete Database: 20090604 were used.

### Orthology and lncRNA detection

Intergenic expressed regions not yet annotated in the Sscrofa 9.61 pig genome assembly as described in [23] were extracted. Then, a conservative approach was followed, using only sequences expressed in at least four of the five animals of each group (H and L). To identify which of these transcripts were putative coding transcripts the Augustus software was used [36], providing exon boundaries and allowing complete protein translation from the forward strand. Finally, BLASTP was employed to check which of these predicted proteins were already annotated in the *Homo sapiens*, *Bos taurus* and *Sus scrofa* protein databases. For lncRNA annotation, the intergenic expressed regions were compared by BLAST with the 2,047 putative porcine lncRNA reported by Esteve-Codina et al. (2011). All transcripts that matched with an expectation value lower than 10^-5^ were retained.

### Gene functional classification, network and canonical pathways analyses

Biological network generation, functional classification and pathways analyses of differentially-expressed genes were carried out using Ingenuity Pathways Analysis software (IPA; Ingenuity Systems, http://www.ingenuity.com). The list of human homologs that correspond to the 50 protein-coding pig genes differentially-expressed was uploaded into the application. Then, each gene identifier was mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base (IPKB). Networks of these genes were generated based on their connectivity. Network analysis returns a score that ranks networks according to their degree of relevance to the network eligible molecules in the dataset [66]. The network score is based on the hypergeometric distribution and is calculated with the right-tailed Fisher’s exact test. The score is the negative log of this p*-*value. Only those molecules that demonstrate direct and indirect relationships to other genes, or proteins were integrated into the analysis.

IPA Functional Analysis was employed to identify the most significant biological functions in the comparative dataset of H and L groups. A canonical pathways analysis was generated to identify the pathways from the IPA library that were most significant. Fischer’s exact test was employed to calculate a p-value which determines the probability that each biological functions and/or canonical pathway is due to chance alone. The cut-off for considering a significance association was established by Benjamini & Hochberg (B-H) multiple testing correction of the p-value (FDR < 0.05) [67].

### Data availability

The full data sets have been submitted to Gene Expression Omnibus (GEO) under accession GSE38588 and at NCBI Sequence Read Archive (SRA) under Accession SRA053452, Bioproject: PRJNA168072.

## Abbreviations

IMF: Intramuscular fat; IPA: Ingenuity Pathways Analysis; ALA: α-linolenic acid; LA: Linolenic acid; EDA: Eicosadienoic acid; ETE: Eicosatrienoic acid; AA: Arachidonic acid; LPS: Endotoxin lipopolysaccharide; IL-1: Pro-inflammatory cytokines; RXR: Retinoid X receptors; PXR: Pregnane X receptor; FXR: Farnesoid X receptor; PPAR-α: Peroxisome proliferator-activated receptors alpha.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

YRC and JMF conceived and designed the experiment. JMF was the principal investigator of the project. YRC and AEC performed the RNA-Seq data analysis. YRC and NM performed the pathways analysis and drafted the manuscript. JE, AIF, MPE, NIE and JMF collected the samples. AC, MB and JC performed DNA and RNA isolation. AC, MB and JC performed the qPCR and RT-PCR assays. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.** Phenotypic means comparison ± standard deviation between the sequenced individuals. Click here for file

Additional file 2 **Figure S1.** Profile of gene expression distribution in both High and Low groups. Click here for file

Additional file 3 **Figure S2.** Correlations between expression values of genes analysed by both RNA-seq and Affymetrix microarray technologies. X-axis values are the log2 of expression quantified with Affymetrix Microarray technology and y-axis are values of log2 (FPKM). Click here for file

Additional file 4 **Table S2.** Description of the repetitive elements identified in the pig liver transcriptome. Click here for file

Additional file 5 **Figure S3.** Venn diagrams of the predicted lncRNA. Click here for file

Additional file 6 **Figure S4.** Per-gene estimates of the base variance against the base levels. The red line represents the fit variance. X-axis values are the base mean and y-axis values are the log10 of the base mean and y-axis values are the log10 of the base variance. Click here for file

Additional file 7 **Figure S5.** Curves of the empirical cumulative density functions in both H and L groups. X-axis values are the chi-squared probability of residual and y-axis values are the empirical cumulative density functions. Click here for file

Additional file 8 **Figure S6.** Estimated variances as squared coefficients of variation produced with the function ‘scvPlot’. X-axis values are the base mean and y-axis values are the squared coefficients of variation. Click here for file

Additional file 9 **Table S3.** Comparison between RNA-seq (Htseq) and RT-qPCR (relative quantification) expression data of *APOA2, LPIN1, ME3, CYP7A1* and *CYP2C49* genes. Relative CNV data for CYP2C49 in comparison to the reference individual H3 is indicated in the last column. Click here for file

Additional file 10 **Figure S7.** Network 2 as generated by IPA. The significant biological functions comprising this network are Lipid Metabolism, Molecular Transport and Small Molecule Biochemistry. The network is displayed graphically as nodes (gene/gene products) and edges (the biological relationship between nodes). The node colour indicates the expression of genes: red up-regulated, green down-regulated in H group relative to L group. The shapes of nodes indicate the functional class of the gene product. Click here for file

Additional file 11 **Figure S8.** Network 3 as generated by IPA. The significant biological functions comprising this network are Carbohydrate Metabolism, Lipid Metabolism and Molecular Transport. The network is displayed graphically as nodes (gene/gene products) and edges (the biological relationship between nodes). The node colour indicates the expression of genes: red up-regulated, green down-regulated in H group relative to L group. The shapes of nodes indicate the functional class of the gene product. Click here for file

Additional file 12 **Table S4.** Primers designed for the validation of differentially-expressed genes by RT-qPCR and copy number determination by qPCR. Click here for file

# Supplementary material for: Liver transcriptome profile in pigs with extreme phenotypes of intramuscular fatty acid composition
**Source:** BMC Genomics. 2012 Oct 11;13:547. doi: 10.1186/1471-2164-13-547
**Supplement:** Additional file 1 — Table S1. Phenotypic means comparison ± standard deviation between the sequenced individuals.

| **Carcass quality** | **Mean Lower** | **Mean Higher** | **Significance** |
| --- | --- | --- | --- |
| Carcass height (CH) | 68.42  7.88 | 65.64  11.66 | NS |
| Weight of ham (WH) | 18.56  1.99 | 18.60  2.54 | NS |
| Weight of Shoulder (WS) | 9.55  0.73 | 9.54  1.71 | NS |
| Intramuscular Fat (IMF) | 1.90  0.85 | 1.93  0.65 | NS |
|  |  |  |  |
| **Fatty acids** |  |  |  |
| ***Saturated FA*** |  |  |  |
| Myristic acid | 1.21  0.08 | 1.09  0.12 | NS |
| Palmitic acid | 23.81  0.45 | 21.20  0.59 | *** |
| Heptadecanoic acid | 0.19  0.01 | 0.34  0.06 | ** |
| Stearic acid | 14.74  1.20 | 13.51  1.05 | NS |
| Arachidic acid | 0.24  0.06 | 0.25  0.09 | NS |
|  |  |  |  |
| ***Monounsaturated FA*** |  |  |  |
| Palmitoleic acid | 2.75  0.27 | 2.34  0.32 | * |
| Heptadecenoic acid | 0.19  0.06 | 0.33  0.08 | * |
| Oleic acid | 42.78  1.23 | 36.38  3.28 | ** |
| Octadecenoic acid | 4.09  0.17 | 3.87  0.21 | NS |
| Eicosenoic acid | 0.83  0.06 | 0.81  0.14 | NS |
|  |  |  |  |
| ***Polyunsaturated FA*** |  |  |  |
| Linoleic acid | 6.84  0.47 | 13.78  1.43 | *** |
| α-Linolenic acid | 0.49  0.07 | 1.19  0.45 | * |
| Eicosadienoic acid | 0.41  0.04 | 0.58  0.16 | NS |
| Eicosatrienoic acid | 0.15  0.02 | 0.45  0.15 | * |
| Arachidonic acid | 0.76  0.15 | 3.04  1.22 | * |
|  |  |  |  |
| ***Metabolic ratios*** |  |  |  |
| Average Chain Length | 17.43  0.01 | 17.51  0.001 | * |
| Saturated FA | 40.21  1.45 | 36.42  1.19 | ** |
| Monounsaturated FA | 50.99  1.70 | 44.21  3.15 | ** |
| Polyunsaturated FA | 8.66  0.62 | 19.07  2.86 | *** |
| Peroxidability index | 12.90  0.97 | 30.97  6.87 | ** |
| Double-bond index | 0.70  0.01 | 0.90  0.05 | ** |
| Unsaturated index | 1.75  0.09 | 2.47  0.17 | *** |

Phenotypic means comparison ± standard deviation between the ten sequenced animals.

* p-value < 0.05, ** p-value < 0.01, *** p-value < 0.001

# Supplementary material for: Liver transcriptome profile in pigs with extreme phenotypes of intramuscular fatty acid composition
**Source:** BMC Genomics. 2012 Oct 11;13:547. doi: 10.1186/1471-2164-13-547
**Supplement:** Additional file 3 — Figure S2. Correlations between expression values of genes analysed by both RNA-seq and Affymetrix microarray technologies. X-axis values are the log2 of expression quantified with Affymetrix Microarray technology and y-axis are values of log2 (FPKM).

**H1 (r= 0.72)**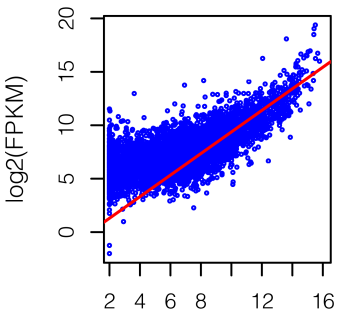**H3 (r= 0.74)**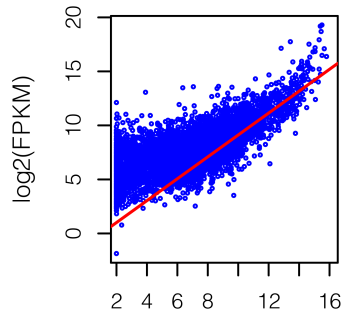**H5 (r= 0.74)**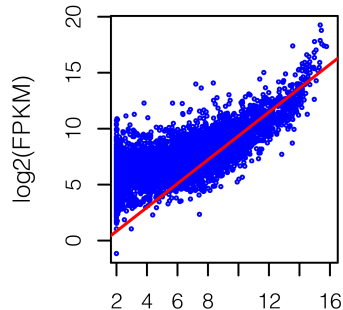**L2 (r= 0.74)**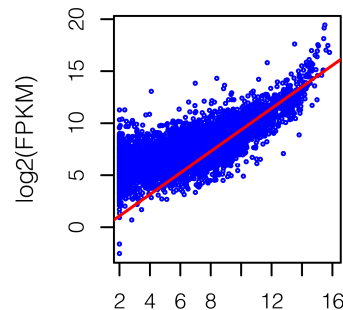**L4 (r= 0.74)**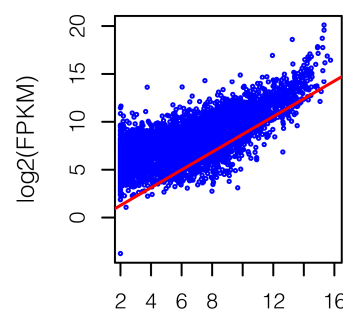**H2 (r= 0.72)**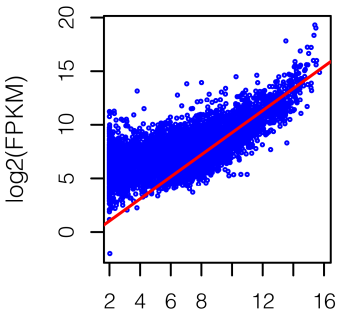**H4 (r= 0.73)**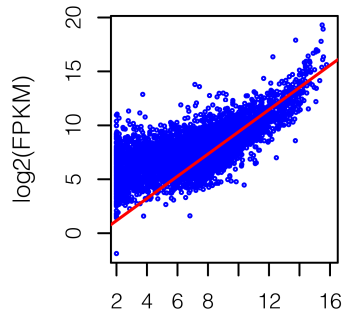**L1 (r= 0.74)**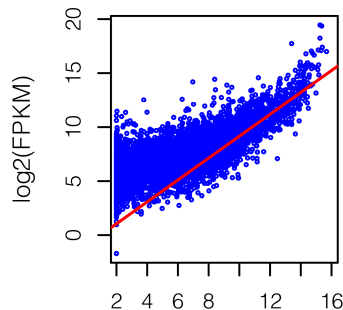**L3 (r= 0.73)**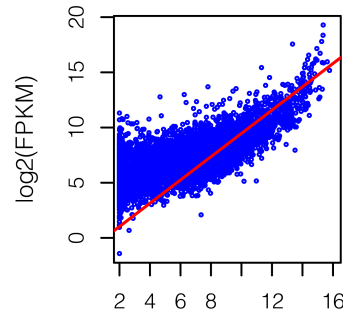**L5 (r= 0.74)**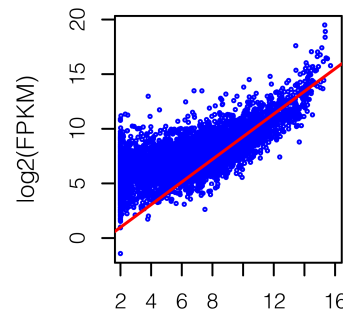 $\log_2(\text{Affymetrix})$  $\log_2(\text{Affymetrix})$  $\log_2(\text{Affymetrix})$  $\log_2(\text{Affymetrix})$  $\log_2(\text{Affymetrix})$

# Supplementary material for: Liver transcriptome profile in pigs with extreme phenotypes of intramuscular fatty acid composition
**Source:** BMC Genomics. 2012 Oct 11;13:547. doi: 10.1186/1471-2164-13-547
**Supplement:** Additional file 9 — Table S3. Comparison between RNA-seq (Htseq) and RT-qPCR (relative quantification) expression data of APOA2, LPIN1, ME3, CYP7A1 and CYP2C49 genes. Relative CNV data for CYP2C49 in comparison to the reference individual H3 is indicated in the last column.

|  | ***APOA2*** | | ***LPIN1*** | | ***ME3*** | | ***CYP7A1*** | | ***CYP2C49*** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Sample name | RNA-seq | RT-qPCR | RNA-seq | RT-qPCR | RNA-seq | RT-qPCR | RNA-seq | RT-qPCR | RNA-seq | RT-qPCR | CNV |
| L1 | 841 | 1.44 | 103 | 2.63 | 17 | 1.03 | 11 | 4.74 | 3514 | 10.5 | 3.1 |
| L2 | 710 | 1.13 | 179 | 1.99 | 31 | 1.01 | 237 | 75.03 | 817 | 1.9 | 4.7 |
| L3 | 616 | 1.00 | 33 | 1.00 | 34 | 1.05 | 11 | 2.02 | 817 | 1.0 | 2.4 |
| L4 | 1377 | 2.79 | 56 | 1.46 | 139 | 3.40 | 15 | 2.89 | 999 | 1.3 | 1.3 |
| L5 | 1307 | 2.50 | 103 | 2.05 | 88 | 1.95 | 295 | 39.02 | 1767 | 1.1 | 2.1 |
| H1 | 981 | 1.99 | 163 | 1.98 | 18 | 1.00 | 1068 | 141.84 | 2333 | 3.4 | 5.2 |
| H2 | 2508 | 3.94 | 214 | 4.29 | 27 | 1.54 | 69 | 17.07 | 6793 | 14.3 | 2.0 |
| H3 | 1456 | 2.29 | 435 | 5.58 | 44 | 1.37 | 154 | 56.98 | 6086 | 10.4 | 1.0 |
| H4 | 3534 | 3.07 | 20 | 1.48 | 24 | 1.10 | 4 | 1.00 | 7334 | 7.3 | 2.0 |
| H5 | 964 | 2.28 | 123 | 1.35 | 46 | 1.59 | 71 | 11.68 | 1884 | 3.5 | 4.6 |
| Correlation | 0.79 | | 0.90 | | 0.96 | | 0.93 | | 0.85 | |  |

Comparison between RNA-seq (Htseq) and RT-qPCR (relative quantification) expression data of *APOA2*, *LPIN1*, *ME3*, *CYP7A1* and *CYP2C49* genes. CNV data for *CYP2C49* is indicated in the last column.

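Table S3 gives, for each of the 10 animals, a sequencing count and an RT-qPCR value for 5 genes, and the number of copies of *CYP2C49*. The sequencing counts are reads assigned to each gene, and the RT-qPCR values are quantities relative to the sample with the lowest expression of that gene, so each gene has its own scale and only differences between animals of the same gene can be compared. On the linear scale, as the table gives the values, Pearson's r between the sequencing count and the RT-qPCR value was 0.787 for *APOA2*, 0.899 for *LPIN1*, 0.957 for *ME3*, 0.933 for *CYP7A1* and 0.848 for *CYP2C49* (n = 10 animals). The counts are not adjusted for the depth of the libraries. The mean log2 difference between H and L was 0.68 in the counts, 0.36 in counts relative to the mapped reads of Table 2 and 0.52 by RT-qPCR for *LPIN1*, -0.64, -0.96 and -0.19 for *ME3*, and 1.67, 1.35 and 1.76 for *CYP2C49*. The standard deviation of the log2 count over all 10 animals was 1.32 for *LPIN1*, 0.97 for *ME3* and 1.23 for *CYP2C49*.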

# Supplementary material for: Liver transcriptome profile in pigs with extreme phenotypes of intramuscular fatty acid composition
**Source:** BMC Genomics. 2012 Oct 11;13:547. doi: 10.1186/1471-2164-13-547
**Supplement:** Additional file 12 — Table S4. Primers designed for the validation of differentially-expressed genes by RT-qPCR and copy number determination by qPCR.

|  | **Name** | **Sequence (5’-3’)** | **[Primer]** | **Amplicon lenght (bp)** |
| --- | --- | --- | --- | --- |
| **CNV detection** | CYP 2C49-DNA-F | GCATGGAGCTATTTTTATTCCTGACT | 300 nM | 111 |
|  | CYP2C49-R | TATGGCTGAACCCACTTAAAATG | 300 nM |  |
|  | GCG-F | AACATTGCCAAACGTCACGATG | 600 nM | 130 |
|  | GCG-R | GCCTTCCTCGGCCTTTCA | 600 nM |  |
| **RNA-Seq validation** | CYP7A1-RNA-F | TGACGCAGAGAAAGCCAAGTC | 900 nM | 127 |
|  | CYP7A1-RNA-R | TTCAGAAGCTGCTTTCATTGCT | 900 nM |  |
|  | CYP2C49-RNA-F | TCTCAACAGGAAAACGAATTTGTG | 300 nM | 153 |
|  | CYP2C49-R | TATGGCTGAACCCACTTAAAATG | 300 nM |  |
|  | LPIN1-F | CCGAGAGAAGGTGGTGGACAT | 600 nM | 76 |
|  | LPIN1- R | CTCTCCATTGTCTCCCAGTTTCA | 600 nM |  |
|  | ME3-F | TGACCTGGACAAGTACATCATTCTG | 600 nM | 72 |
|  | ME3 -R | GTCAGCACTCGGTAGAAGAGCTT | 600 nM |  |
|  | APOA2-F | AACTTCAAACTCAGGCCAAGACTTA | 300 nM | 111 |
|  | APOA2-R | GGCCAATGAAACTGCTCAAGA | 300 nM |  |
|  | β2M RT-F | ACCTTCTGGTCCACACTGAGTTC | 600 nM | 108 |
|  | β2M RT-R | GGTCTCGATCCCACTTAACTATCTTG | 600 nM |  |
|  | HPRT1 RT-F | TCATTATGCCGAGGATTTGGA | 900 nM | 91 |
|  | HPRT1 RT-R | CTCTTTCATCACATCTCGAGCAA | 900 nM |  |

**Additionally File 10 Table 3**. Primers designed for the validation of differential expressed genes by RT-qPCR and copy number determination by qPCR

How the deposited data were processed for this re-analysis (not part of the article)

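Liver RNA of 10 backcross females, 5 in the H group and 5 in the L group, was hybridised to Affymetrix GeneChip Porcine arrays, 1 array per animal. The authors read the arrays with GCOS and adjusted the background and normalized with the gcrma package in R, and the submitters' processing notes name GCOS, GCRMA and RMA. The version of these tools is not given in the sources used here. The deposited table holds a log2 value for each of 24123 probe sets on each of the 10 arrays, without centring, and all 10 columns were used. The background adjustment leaves the probe sets with no signal at a common lowest value of 2.19, so differences between dim probe sets are understated. The sequencing reads and the sequencing values over all genes are not used here. The values per animal of 5 genes in Table S3 and the fold changes of Table 6 were taken from the paper.

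Each array was matched to its animal and group by the name that the labels give it, which is the name used in the paper. Probe sets were named through the platform annotation and, by Entrez ID, a reference name table, which named 9989 of them, while 110 kept the platform name. A probe set with several symbols named no gene. The 10069 probe sets with 1 symbol stand for 6765 genes. A gene of Table 6 was matched by its Ensembl ID, or else by the symbol of its human homolog or an alias. The name table follows a later assembly than the Sscrofa9 of the paper, so no coordinates are given.

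H and L were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate) over probe sets with a mean of at least 4 and over genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. A log2 difference is H minus L, and its error is limma's moderated standard error. The self-test simulated arrays from the means and spreads of the real ones, each gene drawn independently, with 200 changed genes or probe sets, at folds of 1.5, 2, 3 and 4. Of 50 probe sets at each fold, 62%, 78%, 92% and 98% were recovered, and 0.0865% of the unchanged ones were called; of the unchanged genes 0.155% were called. Of 42 gene lists, 25 of pathways and responses, 12 of cell types and 5 taken from the paper's tables, 37 had at least 3 measured genes and were tested with limma's camera, with a preset correlation between genes of 0.01, with an estimated correlation, and with fry, adjusted over the lists of each kind. Correlations over animals used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with permutation tests of 100000 resamples, or exact enumeration below 10 values. Figures were drawn with matplotlib 3.10.9. Across settings, a log2 difference was counted as turned only if its sign differed and its size exceeded its standard error under either setting.

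The paper states that full sibs and other maternal sibs were kept in opposite groups; which animals these are is not given in the sources used here, and the kinship was not modelled. The lists, the tests, the alternatives and the rule for the genes named in the text were set before the data were examined, while the values of Table 6 and Table S3 had been seen. The rule names every gene of Table 6 and every gene that the paper's text names for liver expression, if it has a probe set with that symbol alone; in each direction up to 10 genes past the threshold with the largest change, or, if fewer than 5 pass, the 5 with the smallest unadjusted p; of each list the members past the threshold, at most the 4 with the smallest p; and the 10 genes with the highest mean. Other members of lists are named as examples and were chosen after their values were seen. The alternatives were no filter, a mean of at least 3 or 6, quantile normalization, centring each array on its median, array weights, the *GAPDH* 3' minus 5' difference as a covariate, the animal number as a block, another prior, other thresholds, other ways to combine probe sets, other scales for the correlations, an estimated correlation for the lists, and leaving out each animal in turn. Leaving out each animal for the correlation of group means, the range of the signal, the RNA quality and the animal names was added after the data were seen, as were the sequencing counts relative to the mapped reads of Table 2 for the differences between H and L, and the Table 6 comparison with no filter but without genes near the lowest value. An animal was taken to lie apart in its group of 5 when its gap to the nearest value, divided by the range of the group, was above Dixon's 95% limit of 0.71. Array data give no depth, and the precision is limited by the number of arrays.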

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

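The explanations weighed here were tested only after the results were seen. Of 98 groups of 5 animals, 11 held an animal far from the other 4; chance alone marks about 1 in 20 groups, here 4.9. H5 was the highest H animal for *GSTO1*, at 14.23 against a mean of 14.11 in the other 4, and the lowest for *SDS*, at 3.58 against 8.92. L5 was the highest L animal for *TNFRSF17*, a plasma cell receptor, at 5.00 against 2.19, and for *SLC11A1*, a transporter of macrophages, at 4.39 against 2.96. H2 was the highest H animal for *SLC11A1* at 3.51 against 2.87, for *ABCG8* at 10.64 against 9.94 and for *APOC3* at 15.69 against 15.54. H4 was the lowest for *FNDC1*, at 4.26 against 4.95, and H1 for *WTAP*, at 8.94 against 9.04, and for *APOO*, at 5.22 against 5.36. H1 also had the lowest share of probe sets at 4 or more in H, 48.7% against 48.9%. Of these, the values of *GSTO1*, *WTAP*, *APOO*, *APOC3* and the share of probe sets lie within a narrow range, *TNFRSF17* and *SLC11A1* are dim, and the probe sets of *ABCG8* and *FNDC1* gave 1 identical value on 4 arrays each.

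Over all probe sets with a mean of at least 4, H4 lay at least 2 log2 units below every other animal in 5 probe sets and above in 2, and H5 below in 5 and above in 0. In H4, *HSD17B2*, an enzyme that inactivates sex steroids, measured 3.73 and 2.69 on its probe sets, against 11.31 and 9.89 in the other 4 H animals. *CYP2A19*, a cytochrome P450, measured 7.98 against 13.24 there, and *SULT1A3*, a sulfotransferase, 5.93 against 10.48. *CRP* was also low in H4, at 9.08 against a mean of 12.38 in the other 9 animals, and *CYP2C36* and *CBR1* were high, at 11.17 against 4.36 and 10.65 against 5.97. In H5, *HAMP*, the iron hormone hepcidin, measured 3.49 against a mean of 8.94 in the other 9 animals, *HUS1* 3.34 against 5.96 in the other 4 H animals, and probe sets without a symbol lay below every other animal by 7.29, 3.20 and 2.20 log2 units. In L3, *CYP3A22* measured 4.42 against a mean of 10.07 in the other 9 animals, and in L5, *CXCL2* measured 8.27 against 4.78. A sequence variant under a single probe set is excluded for *HSD17B2*, since both of its probe sets show the gap and the smaller gap is 6.44 log2 units; a change in the gene that both probe sets read was not tested. RNA more degraded in H4 than in the other animals is argued against. The *GAPDH* 3' minus 5' difference of H4 was 1.86, and 4 arrays had a larger one. Its *ACTB* difference was 4.39, and 5 arrays had a larger one. Over the 10 arrays the *ACTB* difference lay between 3.69 and 4.98. A comparison between arrays cannot show whether RNA was degraded on all of them. For the other 5 genes of H4, *CYP2A19*, *SULT1A3*, *CRP*, *CYP2C36* and *CBR1*, 0 had a second probe set with a mean of at least 4, so that a variant under the probes cannot be told apart from a true difference in the transcript. The design names no condition that sets H4 apart, and no biological explanation was tested. These genes were chosen after their values were seen.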

How the results depend on the processing

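Chosen after the data were seen were only the leaving out of single animals for the correlation of group means, the signal, the RNA quality and the animal names, the comparison with Table 6 without genes near the lowest value, and the sequencing counts relative to mapped reads for the differences between H and L. The count of genes and of probe sets past the threshold was 0 under each alternative that was run for it. At an unadjusted p under 0.05, the count of genes was 280 without L2 and 212 without H2, against 125, and that of probe sets 686 without L2, 616 without H2 and 235 without L4, against 363. The smallest adjusted p over these settings lay between 0.450 (probe sets, without H5) and 1. The animal numbers do not pair the animals: animals of the same number correlated at 0.121, -0.219, -0.0334, 0.386 and 0.0390, and 1 of 5 numbers correlated best with itself. With the number as a replicate block, 0 genes, 0 probe sets and 4 lists were called. Each number has 1 H and 1 L animal, so the block leaves every difference between H and L unchanged. The 12 Table 6 genes with the same direction and the rho of 0.438 therefore stayed by construction.

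For the genes of Table 6, the count in the same direction passed the threshold with no filter (21 of 26), with a mean of at least 3 (16 of 20) and with array weights (13 of 16), and lay between 10 and 14 without single animals, where it passed without H3, H4 or L2. The correlation with Table 6 passed with no filter (0.538) and with a mean of at least 3 (0.551), and lay between 0.398 and 0.566 without single animals, where it passed without H3, H4 or L2. Of the 10 genes that no filter adds, 7 lie within 0.5 of the lowest value on more than 5 arrays, where a direction cannot be read, so the count of 21 and the rho of 0.538 rest in part on such genes; without these 7, 15 of 19 genes had the direction (exact binomial p = 0.0192) and rho was 0.523 (permutation test, p = 0.0229). The filters change how many genes are tested; for the other settings the cause was not tested. The number of gene lists called by camera, 4 in all, was 1 with no filter, 0 with an estimated correlation, and between 1 and 6 without single animals (1 without H2 or L3, 6 without H4 or L5); the cause was not tested. The difference between the groups in RNA quality, -0.03, lay between -0.14 and 0.15 without single animals and changed sign without H3 (0.03), H5 (0.02) and L1 (0.15), which has the largest *GAPDH* difference. Which of the called lists pass differs between these settings. The correlation of the group means, the signal range, the animal names and the copy number kept their side of the threshold or moved by less than the spread. For 39 named genes, 772 of 772 alternative log2 differences did not turn or pass, though some repeat the main value by construction. Their size still depended on single animals: without them, *CYP7A1* lay between 0.60 and 2.43, *SDS* between 0.77 and 2.50, *FOS* between -1.64 and -0.64, *SCMH1* between -1.32 and -0.55, *FNDC1* between -0.66 and -0.33, *LPIN1* between 0.21 and 0.80 and *APOA2* between 0.08 and 0.48, and differences nearer to 0, such as those of *THBS1* and *ABCG8*, changed sign. Of 140 alternative values for the relations of the arrays with sequencing and RT-qPCR, 133 stayed past the threshold, and the 7 that did not are those of *ME3*, which is dim. Of the 26 Table 6 genes on the array, 10 lie under a mean of 4, where differences are understated. Among these, *ABCC6*, *CR1* and *MYOM2* lay within 0.5 log2 units of the lowest array value on 10 arrays each, and *ATP9A* on 7.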

Differences from the paper's values

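All values of this part set the arrays beside the paper's sequencing of the same animals, so the assay differs. The comparisons and the alternatives were set before the data were examined. At the paper's threshold, a fold change of at least 1.5 and an unadjusted p of at most 0.005, the paper reports 55 protein-coding genes and the arrays give 0. The arrays gave between 0 and 6 genes over 21 settings, of which 0 were genes of Table 6. Only 16 of the 55 genes could be tested on the arrays in the main setting, and limma was used in place of DESeq. The counts therefore do not cover the same genes and do not come from the same test.

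The fold changes of 16 genes were compared, as H over L with a minus sign for genes lower in H. A gene was taken to differ when the signs differed or the log2 values lay apart by more than the SD between animals, and 7 did. For *GSTO1* the paper's fold change is 3.8 and the array's 1.00. For *TBCC* the paper gives -14.3 and the array 1.10. For *APOB* the paper gives 1.6 and the array 1.01, where saturation cannot be told apart from a true absence of difference. For *ABCG8* the paper gives 17.1 and the array 1.02, from a probe set with 1 identical value on 4 of the 10 arrays. For *A1BG* the paper gives -5.9 and the array 1.01. For *UQCR10* the paper gives 1.8 and the array -1.04. For each of these 6 genes all 20 alternatives differ as well. Some alternatives, such as the block and, for genes with 1 probe set, the filters, repeat the main value by construction. All of these genes but *APOB* were matched to the array by symbol alone. For *THBS1* the paper gives -1.7 and the array 1.05, with a 95% interval of -2.09 to 2.31 that holds the paper's value; of the 20 alternatives, 14 differ, and those that do not are array weights and leaving out H3, H4, L1, L2 or L3. The other 9 genes do not differ, with errors that are wide for *SDS*, *FOS* and *CYP7A1*. Of these, *APOA2*, at 1.21 against the paper's 1.8, differs with array weights (1.06) and without H2 (1.06), H4 (1.15), L2 (1.15) or L3 (1.05), and *FNDC1*, at -1.47 against the paper's -1.8, differs without L5 (-1.25).

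The paper states that *THBS1* was lower in H, where the array gave a log2 difference of 0.07, and that *APOB* and *ABCG8* were higher, where the array gave 0.01 and 0.03. For *CYP2C49*, *APOA2*, *LPIN1* and *CYP7A1* the array lay on the paper's side, at 0.83, 0.28, 0.53 and 1.45, without passing the test. The paper speaks of higher PPAR-alpha and RXR in H; on the array *PPARA*, *RXRA* and *RXRG* were near the lowest value, and *RXRB* had a log2 difference of 0.09. Its PPAR-alpha target genes lay at a median of -0.13, from a list other than the paper's.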

Other observations

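All tests of explanations in this part were chosen after the results were seen; the gene lists were fixed before. The 5 measured genes of the urea cycle lay above 0 in H, from *ASS1* at 0.08 to *OTC* at 0.36 (median 0.15), but the list did not pass (camera, adjusted p = 0.0595, and adjusted p = 0.973 with an estimated correlation). Of 12 genes of glycolysis 1, the glucose transporter *SLC2A2*, lay above 0 (median -0.10, adjusted p = 0.367). In arachidonic and linoleic acid metabolism 5 of 15 lay above 0 (median -0.22, adjusted p = 0.639), and *PTGS1* was the only member of any list with an adjusted p under 0.05 when adjusted over the list alone. Of 19 interferon-stimulated genes 3 lay above 0 (median -0.07, adjusted p = 0.775), and of 31 genes of oxidative phosphorylation 19 (median 0.02, adjusted p = 0.367). Of the markers of other liver cells, 2 of 9 for Kupffer cells, 0 of 7 for sinusoidal endothelial cells, 0 of 5 for T and natural killer cells and 8 of 16 for stellate cells lay above 0, and 0 of 7 cell type lists tested passed (camera, adjusted p = 0.789).

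Within the groups, the genes of several lists varied together from animal to animal, with a mean correlation between members, each gene centred on its group means, of 0.56 for 9 Kupffer cell markers, 0.42 for 19 interferon-stimulated genes, 0.34 for 13 genes of cholesterol synthesis and 0.33 for 12 genes of bile acid synthesis and transport. In a permutation test over genes, 10000 random lists matched in size and mean expression were drawn for each, and none of them reached that mean (p = 1e-04, the smallest they can give; adjusted p = 0.000457 over the lists). The interferon list averaged 0.77 above the mean of all animals in L2 and 0.63 in L3, and -0.68 in L5. The cholesterol synthesis list averaged 0.77 in L3, and the bile acid list 0.61 in H1, -0.66 in L3 and -0.46 in L4. The 16 PPAR-alpha targets had a mean correlation of -0.02 (adjusted p = 0.819). The leading principal component of the genes took 23.9% of the variance, and H and L did not pass a test of a difference along it (exact permutation test, p = 0.516), and the next took 15.7% (exact permutation test, p = 0.222).

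The reference genes of the RT-qPCR were also on the arrays. *HPRT1* measured 12.86 ± 0.14 in H and 12.79 ± 0.22 in L (log2, SD, n = 5 each; limma adjusted p = 0.985). *B2M* averaged 10.49 ± 0.15 in H and 10.62 ± 0.24 in L over 9 probe sets, which disagree: their means run from 6.04 to 14.37 and their log2 differences from -0.62 to 0.15.

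How often a division of the 10 arrays into 5 and 5 gives a result as large was counted over 100 divisions, the real one included in this number and in each count. It was counted for 5 results. For the numbers of probe sets and of genes the count decides nothing, since a real 0 is reached by every division (100 of 100 for each, with a highest other count of 1). Chance cannot be excluded for the other 3, the gene lists, the direction of the Table 6 genes and the correlation with Table 6. For the gene lists of pathways and cell types, 97 divisions gave at least the real count of 1, and the highest other count was 11. These counts are of calls by camera with the preset correlation of 0.01. Whether they come from that setting or from a structure of the samples other than the groups was not tested. For the direction of the Table 6 genes, 18 divisions gave at least 12, and the highest other was 14. For the correlation with Table 6, 21 gave a rho as large as 0.438, and the highest other was 0.544.

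For 6 of the 16 Table 6 genes, *GSTO1*, *TBCC*, *APOB*, *ABCG8*, *A1BG* and *UQCR10*, the array's 95% interval leaves out the paper's fold change. Compression of differences on the array is argued against as the whole account, since all 6 intervals also leave out the fold shrunk by 0.551, the lowest array slope of the 5 genes of Table S3 against the sequencing counts or RT-qPCR; for *ABCG8*, with 1 identical value on 4 arrays, it was not tested whether the probe set follows the transcript. Saturation as a limit set by brightness, shared by all probe sets, is argued against for 4 of them, *TBCC*, *ABCG8*, *A1BG* and *UQCR10*. Their means are below the 13.09 of *APOA2*, a gene whose array value followed its sequencing count. Whether the probe sets of these 4 genes saturate at a lower level of their own was not tested. For *GSTO1* such a shared limit would have to shrink differences to 0.0930 of their size. It is argued against there, since 3 of 45 genes as bright (*GSTA1*, *FABP1* and *CYP3A39*) would then vary more than any gene on the array. For *APOB* saturation cannot be told apart from a true absence of difference. There 0 of 8 genes as bright would vary more than any gene on the array, and the highest SD among them was 0.22. Of 7 genes whose Ensembl ID is absent from the later name table 5 are among the 6, against 1 of 9 whose ID is listed (Fisher's exact test, two-sided, p = 0.0350), but these 7 are also the genes matched to the array by symbol alone, so that sequencing reads counted on gene models since retired cannot be told apart from a probe set that reads another gene. No biological explanation was tested, as array and sequencing used the same animals.

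*CYP7A1* differed between animals of both groups, from 2.19 in H4 to 9.51 in H1 and from 2.19 in L4 to 8.33 in L2. Whether it moves with a programme was tested against 25 lists within the groups. The highest correlation was with glutathione metabolism (r = 0.861, exact permutation test within groups, p = 0.00521; rho = 0.818), which did not pass after adjustment (adjusted p = 0.130). A shared programme may be present but cannot be told apart from chance with 10 animals, and no biological explanation was tested.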
